# High-dose maternal folic acid supplementation before conception impairs reversal learning in offspring mice

**DOI:** 10.1038/s41598-017-03158-1

**Published:** 2017-06-08

**Authors:** Kristin S. Henzel, Devon P. Ryan, Susanne Schröder, Marco Weiergräber, Dan Ehninger

## Abstract

Maternal folic acid (FA) supplementation prior to and during gestation is recommended for the prevention of neural tube closure defects in the developing embryo. Prior studies, however, suggested that excessive FA supplementation during gestation can be associated with toxic effects on the developing organism. Here, we address whether maternal dietary folic acid supplementation at 40 mg/kg chow (FD), restricted to a period prior to conception, affects neurobehavioural development in the offspring generation. Detailed behavioural analyses showed reversal learning impairments in the Morris water maze in offspring derived from dams exposed to FD prior to conceiving. Furthermore, offspring of FD dams showed minor and transient gene expression differences relative to controls. Our data suggest that temporary exposure of female germ cells to FD is sufficient to cause impaired cognitive flexibility in the subsequent generation.

## Introduction

It has been known for decades that folic acid (FA) supplementation before and during pregnancy reduces the incidence of neural tube defects (NTDs) in newborns^1, 2^. Many countries have therefore established national programs for mandatory FA fortification of food, which has reduced the occurrence of NTDs by up to 46%^3–5^. It has also been recommended that women who might become pregnant should take daily FA supplements to minimise the risk of NTDs^6^. Since the first fortification programs started, global FA intake has increased dramatically. In the United States, for example, this increase was twice as large as anticipated prior to the implementation of fortification programs and, consequently, serum folate concentrations on a population level may be up to 150% higher than in the 1990 s^7, 8^.

While the population-level benefits of FA supplementation are well documented, some previous studies have noted possible adverse consequences of certain FA supplementation regimens. In rat offspring, a change in body weight and metabolism as well as an increased risk for mammary adenocarcinomas are associated with high maternal folate levels^9–11^. In mice, disrupted fetal development, embryonic loss, and embryonic developmental delay can be caused by a high-dose FA supplementation in the maternal food during gestation^12, 13^. In humans, the risk to develop allergies, atopic dermatitis and childhood asthma is increased if the mother consumes large amounts of FA during pregnancy^14–17^. In a previous study in mice we showed that paternal consumption of a methyl donor-rich diet, including elevated concentrations of folic acid, had effects on cognitive and neural functions in offspring mice^18^.

Elevated folate levels have also been linked to epigenetic changes. *In vitro*, gene expression levels shift as a function of the extracellular folate concentration^19^. Maternal folate status in mice has an impact on DNA methylation and gene expression in the offspring’s cerebral hemispheres and at specific loci in the fetal gut^20–22^. High maternal FA also influences gene expression in the cerebellum of mouse pups^23^. Global gene methylation decreases in coagulated blood samples of women after taking daily FA supplements^24^ and children of supplemented mothers show increased *IGF2* methylation^25^.

There are still many unresolved questions concerning possible health consequences of high FA intake. In particular, the impact of maternal FA supplementation on cognitive and behavioural abilities in the offspring remains insufficiently investigated. Moreover, the studies available mostly involve designs with direct exposure of the developing offspring to excessive folate during the entire period of *in utero* development and during early postnatal development. Thus, behavioural and epigenetic effects could be direct consequences of high folate doses upon the developing individual. To address whether dietary FA supplementation prior to conception has effects on the offspring generation, we restricted maternal FA supplementation to a period prior to mating (see Fig. 1 for schematic illustration of study design). Under these conditions, there is exposure of the female, including her germ cells, to high FA doses, while direct gestational effects on the developing organism are limited because excess folate is eliminated rapidly^26–28^. In an earlier study^12^ it was shown that folic acid supplementation at 40 mg/kg diet fed to dams before and during pregnancy caused embryonic defects and developmental delay. We based our FA supplementation regimen on this prior work^12^ and wanted to assess possible effects of this diet on cognition, behaviour and hippocampal gene expression in the offspring of FA-supplemented dams. Our studies revealed clear deficiencies in reversal learning caused by an FA-rich diet fed before mating. As FA supplementation shortly before and during pregnancy has been widely recommended and adopted^29^, these results may provide important insights regarding possible adverse intergenerational effects associated with excessive folate intake that should be studied in more detail in human populations.

**Figure 1:**
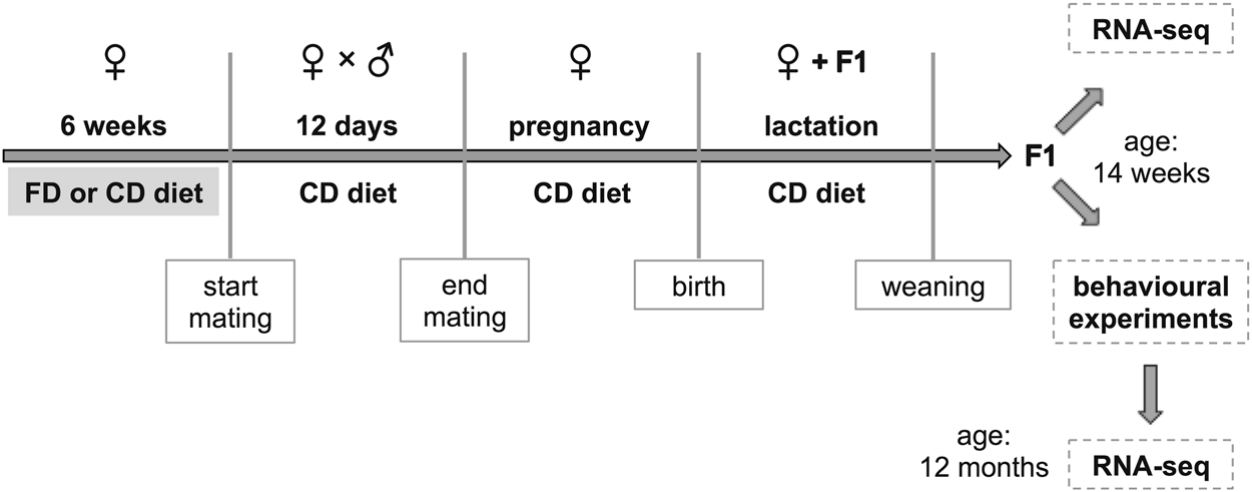
Schematic illustration of the study design.

## Results

### Spatial learning and reversal learning in the Morris water maze

We examined spatial learning and memory in CD and FD F1 mice using a hidden version of the Morris water maze. Analysis of escape latencies during the first seven days of training showed comparable acquisition by CD and FD F1 mice (Fig. 2). There was a significant effect of day on escape latencies (two-way ANOVA: F (6, 252) = 23.35, p < 0.0001) but no effect of maternal diet (F (1, 42) = 2.253, p = 0.1408; full statistical analyses of escape latencies can be found in Supplementary Table S1).

**Figure 2:**
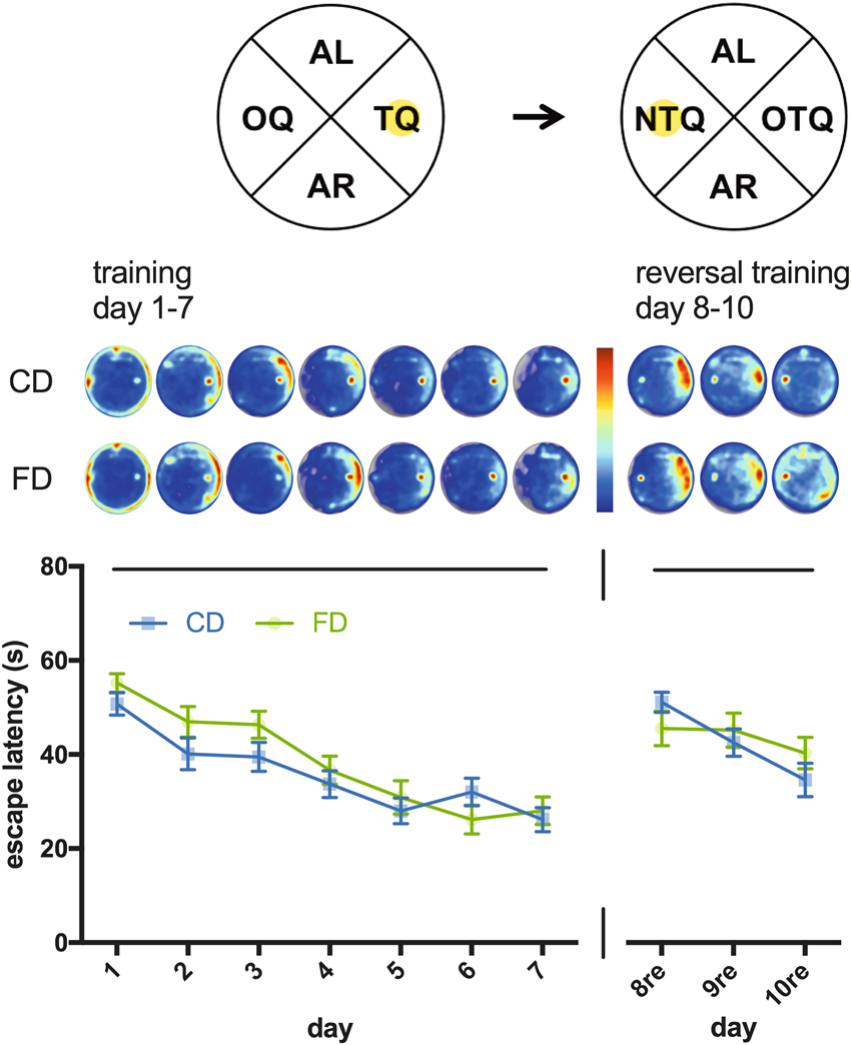
Acquisition and reversal training in the Morris water maze. Visual representations of swim tracks are shown for each day and group. Relative occupancy values during training and reversal training in the Morris water maze are indicated by the colour code (see colour bar; red denotes high occupancy, blue denotes low occupancy values). The yellow circle denotes the platform location during training and reversal training. TQ = target quadrant, AL = adjacent left, AR = adjacent right, OQ = opposite quadrant, OTQ = old target quadrant, NTQ = new target quadrant. CD = F1 offspring of control dams. FD = F1 offspring of dams that received the folic acid-supplemented diet prior to mating. Data are presented as mean ± S.E.M. (CD: *n* = 24, FD: *n* = 20).

To test how accurately animals had learned the spatial location of the escape platform during training, we performed probe trials, during which the platform was removed from the pool, on days 5 and 7 of water maze training (Fig. 3). Over all probe trials we noted minor differences between CD and FD F1 mice in terms of swim speed (Fig. 4A), which appeared to be slightly reduced in FD offspring (two-way ANOVA: effect of maternal diet: F (1, 42) = 6.878, p = 0.0121). With regards to quadrant occupancy measures, two-way ANOVAs with maternal diet as the between-subjects factor and quadrant as the within-subjects factor revealed significant quadrant effects for probe trials on days 5 and 7 (day 5: F (3, 126) = 97.02, p < 0.0001; day 7: F (3, 126) = 118.9, p < 0.0001). In addition, there was a significant platform effect with regards to proximity measures but no significant quadrant or platform x maternal diet interaction on both probe trials, indicating a similar swim pattern of both groups (for full statistics on probe trials see Supplementary Table S2). Further analyses showed that CD and FD F1 mice spent more time in the target quadrant compared to the average of the other quadrants (t-test: p < 0.0001 for days 5 and 7). Additionally, CD and FD F1 mice showed significantly lower average distances to the position where the target platform was located during training than to equivalent positions in the other quadrants (t-test: p < 0.0001 for days 5 and 7). Target quadrant occupancy and proximity to target did not differ between CD and FD F1 mice on day 5 (t-test: quadrant occupancy: p = 0.4492; proximity: p = 0.7135) and on day 7 (t-test: quadrant occupancy: p = 0.3208; proximity: p = 0.1282). These results indicate that animals of both groups had learned the task and that they had learned it equally well.

**Figure 3:**
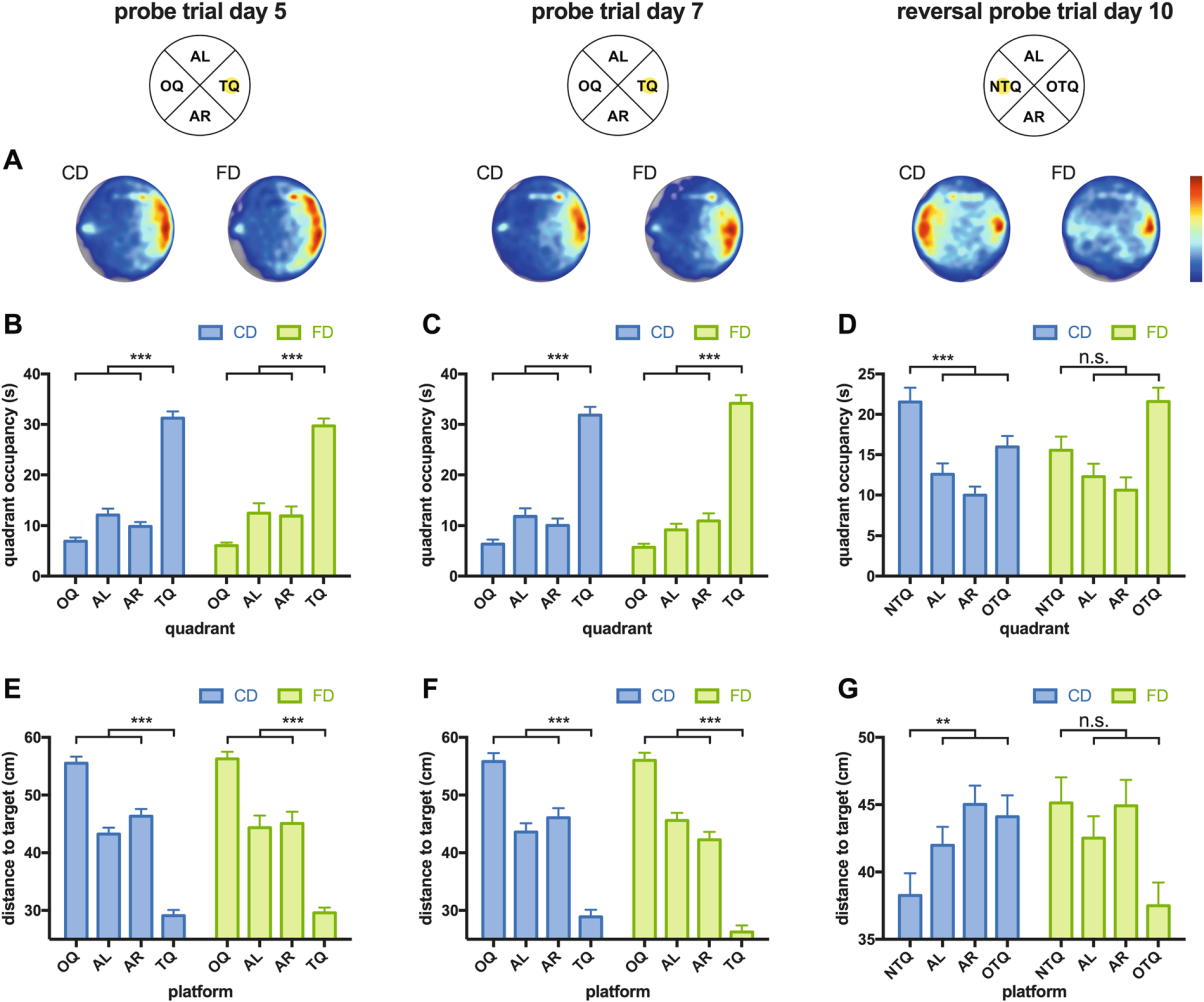
Morris water maze probe trial data. The figure shows Morris water maze probe trial data regarding probe trials delivered on days 5, 7 and 10. (**A**) Cumulative swim track representations (heat maps) are shown for both groups and for each day. Relative occupancy values during the probe trials in the Morris water maze are indicated by the colour code (see colour bar; red denotes high occupancy, blue denotes low occupancy values). (**B–D**) Quadrant occupancy during probe trials on day 5 (**B**), day 7 (**C**) and during the reversal probe trial on day 10 (**D**). (**E–G**) Average distance to the target location (average proximity) during probe trials on day 5 (**E**), day 7 (**F**) and during the reversal probe trial on day 10 (**G**). TQ = target quadrant, AL = adjacent left, AR = adjacent right, OQ = opposite quadrant, OTQ = old target quadrant, NTQ = new target quadrant (former OQ). CD = F1 offspring of control dams. FD = F1 offspring of dams that received the folic acid-supplemented diet prior to mating. Data are presented as mean ± S.E.M; asterisks denote significant differences (**p < 0.01, ***p < 0.001; CD: *n* = 24, FD: *n* = 20).

**Figure 4:**
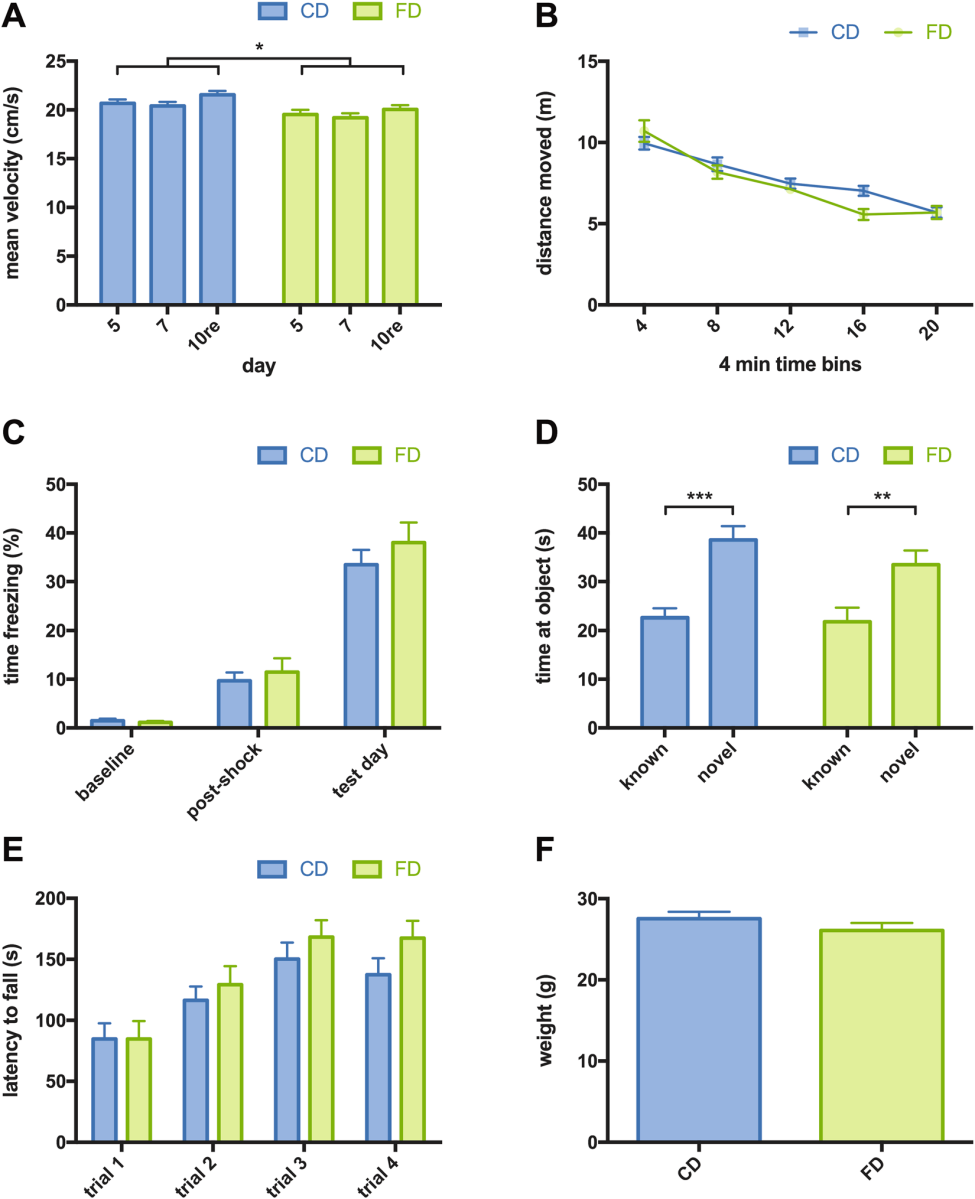
Additional behavioural data and analyses. (**A**) Mean velocity during probe trials in the Morris water maze. (**B**) Distance moved during a 20 min open field test. (**C**) Percentage of time spent freezing during baseline, the post-shock period and during the context test given one day after training in a contextual fear conditioning paradigm. (**D**) Exploration times (known object, novel object) in the context of an object place recognition test. (**E**) Latency to fall off an accelerating rotarod. (**F**) Body weight (at 12 weeks of age). CD = F1 offspring of control dams. FD = F1 offspring of dams that received the folic acid-supplemented diet prior to mating. Data are presented as mean ± S.E.M.; asterisks denote significant differences (*p < 0.05, **p < 0.01, ***p < 0.001; CD: *n* = 24, FD: *n* = 20).

Next, we assessed reversal learning in the Morris water maze in CD and FD F1 mice by relocating the escape platform to the centre of the opposite quadrant and providing additional training trials on days 8–10 with the platform in this new location. Comparison of escape latencies during reversal training did not show measurable group differences (two-way ANOVA: effect of maternal diet: F (F (1, 42) = 0.1059, p = 0.7465; Fig. 2). To more closely assess swim patterns we generated combined visual representations of all swim tracks for each group. In the control group, these heat maps showed a strong initial bias during reversal training towards the area of the pool that previously contained the escape platform and this bias disappeared during the course of reversal training. In FD F1 mice, we also observed an initial bias towards the former target quadrant, which appeared to persist, however, to some extent throughout the course of reversal training, raising the possibility that reversal learning was altered in FD F1 mice.

To determine whether this was indeed the case, we delivered a probe trial, during which the platform was removed from the pool, after completion of reversal training (Fig. 3). A two-way ANOVA with maternal diet as the between-subjects factor and quadrant as the within-subjects factor revealed a significant maternal diet × quadrant interaction with regards to both, the quadrant occupancy and proximity measures (quadrant occupancy: F (3, 126) = 3.609, p = 0.0153; proximity: F (3, 126) = 4.599, p = 0.0043), indicating that swim patterns during the reversal probe trial differed as a function of maternal diet. Comparison of the two groups using litter means showed similar results (see Supplementary Fig. S1). Qualitatively similar results were obtained when results from male and female mice were analysed separately (for more information see Supplementary Fig. S2). Additional analyses revealed that control mice displayed significantly higher occupancy of the new target quadrant compared to the average of the other quadrants (t-test: p < 0.0001). Occupancy measures for the old target quadrant did not differ from the average of the other quadrants (t-test: p = 0.5640). In addition, control mice showed lower proximity measures for the new platform position compared to corresponding positions in the other quadrants (t-test: p = 0.004), while proximity measures for the old target location did not differ from the average of the other quadrants (t-test: p = 0.1772). Together, these data clearly show that control mice had learned the new target location after having completed reversal training. Analyses of reversal probe trial data from the offspring of FA-supplemented dams, in contrast, indicated that these animals did not spend more time in the new target quadrant than in the average of the other quadrants (t-test: p = 0.6799), but did spend more time in the quadrant that previously contained the target compared to the average of the other quadrants (t-test: p < 0.0001). Furthermore, FD F1 mice did not show clear differences when proximity values for the new target location were compared with the average proximity of corresponding positions in the other quadrants (t-test: p = 0.0945). FD F1 mice did, however, display significantly lower proximity values for the previous target location compared to the average proximity of corresponding positions in the other quadrants (t-test: p = 0.0014). Swim patterns differing between groups were also evident when heat maps were generated for each group based on the combined visual representations of all reversal probe trial swim tracks. The reversal probe trial demonstrated that, after completion of reversal training, FD F1 mice continued to search in areas close to the previous target location, whereas CD F1 mice showed evidence for more effective learning of the new target location. Collectively, these data show impairments in reversal learning in the Morris water maze in FD F1 mice.

### Locomotor activity in a novel environment

General activity was measured in an open field test and analysed in 4 min time bins (Fig. 4B). With regards to distance moved, a two-way ANOVA with maternal diet as the between-subjects factor and time as the within-subjects factor showed no main effect of maternal diet (F (1, 42) = 0.619, p = 0.4359) but a significant time x maternal diet interaction (F (4, 168) = 3.257, p = 0.0133), indicating that exploratory activity differed as a function of time.

### Context fear conditioning and object place recognition learning

We also examined associative learning in a contextual fear conditioning paradigm in CD and FD F1 offspring. In context fear conditioning (Fig. 4C), freezing times during the context test indicated robust learning in both offspring groups but analysis of freezing times did not reveal apparent group differences for baseline (t-test: p = 0.4772), post-shock (p = 0.5800) or test day measures (p = 0.3783).

CD and FD F1 offspring were also assessed in an object place recognition learning task, during which they initially encountered two identical objects in defined locations of an arena during a training session. For the test session, one of the objects was shifted to a novel location, while the other object remained in the known position within the arena. A two-way ANOVA with maternal diet as the between-subjects factor and object as the within-subjects factor revealed a significant object effect (F (1, 42) = 46.03, p < 0.0001). Both groups spent significantly more time exploring the object in the novel position compared to the object in the known position during the test (t-test: CD: p < 0.0001, FD: p = 0.0066), indicating that they learned and remembered the initial positions of the objects (Fig. 4D). There was no significant effect of maternal diet (two-way ANOVA: F (1, 42) = 0.8984, p = 0.3486). The results of these two additional learning tests show, in line with the water maze data, that initial learning was not disrupted in FD F1 offspring.

### Motor coordination and balance

In order to assess motor coordination and balance, we measured latencies to fall off an accelerating rotarod in CD and FD F1 offspring. Repeated-measures two-way ANOVA with maternal diet as the between-subjects factor and trial as the within-subjects factor revealed a significant main effect of trial (F (3, 126) = 48.86, p < 0.0001) but no significant effect of maternal diet (F (1, 42) = 0.7746, p = 0.3838) on time spent on the accelerating rod (Fig. 4E). There was no discernable difference in body weight between CD and FD F1 groups (t-test: p = 0.2514; Fig. 4F). Accordingly, maternal diet had no influence on gross motor coordination in FD F1 offspring.

### Hippocampal gene expression

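RNA of the whole hippocampus was sequenced as 50 bp single-end reads from 6 CD and 5 FD F1 mice at 14 weeks of age. The dams had received 2.3 mg FA per kg diet in the CD group and 40 mg FA per kg diet in the FD group for 6 weeks before mating. The CD group held 3 males and 3 females, and the FD group held 2 males and 3 females. The 12-month-old cohort is not in the files analysed here. The authors aligned the trimmed reads with STAR to the mouse mm10 genome and counted the reads that aligned to a single place in each gene, and they deposited these counts per mouse without normalization. Each count table lists the genes by Ensembl identifier, followed by 5 summary lines on reads that were not assigned to a gene. In the CD mice, the total count on genes was 28305700, 32452872, 18681518, 11737554, 44447006 and 14978566 (male 1, female 1, male 2, female 2, male 3 and female 3), with a median of 23493609. In the FD mice it was 34294397, 21148672, 12953521, 13814620 and 24406065 (female 1, male 1, female 2, male 2 and female 3), with a median of 21148672. The totals did not differ between the groups beyond the spread between mice (exact permutation test, p = 0.5866). Reads that aligned to several places and were therefore left out of the counts made up 14.66% ± 0.916 (SD, n = 6) of the aligned reads in CD mice and 14.33% ± 0.501 (SD, n = 5) in FD mice (exact permutation test, p = 0.5). Paired by the replicate block, this share was lower in the FD mouse in all 5 pairs, with a mean difference of -0.513 percentage points (exact sign-flip permutation test added after seeing the values, p = 0.0625, the smallest that 5 pairs allow). This step can lower the count of a gene that has near-identical copies in the genome, since its reads then have no single place.

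Gene names, positions and gene types were taken from the GENCODE annotation of GRCm38, the same build as mm10, which contains 95.1% of the genes in the count tables. The count tables of any pair of mice in the same group differed far beyond sampling noise. The chi-square per degree of freedom lay between 4.393 and 30.22 over all such pairs, so each mouse was used as its own replicate. Xist counts ranged from 7426 to 30462 in the 6 mice labelled female and from 6 to 27 in the 5 mice labelled male. Counts were normalized for library size with edgeR's TMM method. Genes with a total of at least 10 counts over the 11 mice were compared between FD and CD mice with edgeR's quasi-likelihood test, with the paper's adjusted p-value threshold of 0.1. The choice of the count minimum matters here because many of the genes in Table 1 have few counts.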

Hippocampal RNA of CD and FD offspring (either 14 weeks or 12 months of age) was extracted and subjected to RNA-seq. 

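Of 20589 genes tested, 14 had an adjusted p-value under 0.1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 14 were higher in FD F1 mice. The smallest adjusted p-value was 3e-04, for Gm5389. The annotation lists 12 of the 14 genes as pseudogenes, against 7.72% of the tested genes (Fisher's exact test across genes, which are not independent replicates, p = 3.38e-12). Gm11838 and Gm4707 are the 2 genes of this list that are absent from Table 1. Gm11838 (chromosome 4, 14766335 to 14766565, GRCm38) is a processed pseudogene with a log2 fold change of 1.983 (standard error 0.367, adjusted p = 0.0872 from the same edgeR test). Gm4707 (chromosome 17, 71458327 to 71459918) is annotated as protein-coding, with a log2 fold change of 0.6169 (standard error 0.115, adjusted p = 0.0885 from the same edgeR test). With the replicate block, in which mice with the same sex and replicate number in the labels form a pair, 25 genes passed the threshold, 21 of them higher and 4 lower in FD mice. The pairing is taken from the labels. As a check of it, deviations of gene expression from the group mean were correlated between CD and FD mice. The mean r was 0.303 over the 5 pairs with the same sex and number. It was 0.17 over the 10 pairs of the same sex with different numbers, and -0.0618 over all 25 pairs that differed in sex or number. After sex was also removed, the mean r was 0.123 for the same sex and number and -0.0615 for the same sex with different numbers. Deviations from a mean sum to 0, so the -0.0618 and the -0.0615 follow largely from the values of the 5 pairs and are not separate evidence. What remains is 0.303 against 0.17, and the 0.123, over 5 pairs and without a test. The check therefore does not settle the pairing. The most restrictive filter, at least 10 counts in every mouse, left 14380 genes and 1 gene past the threshold.

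**Figure D1:**
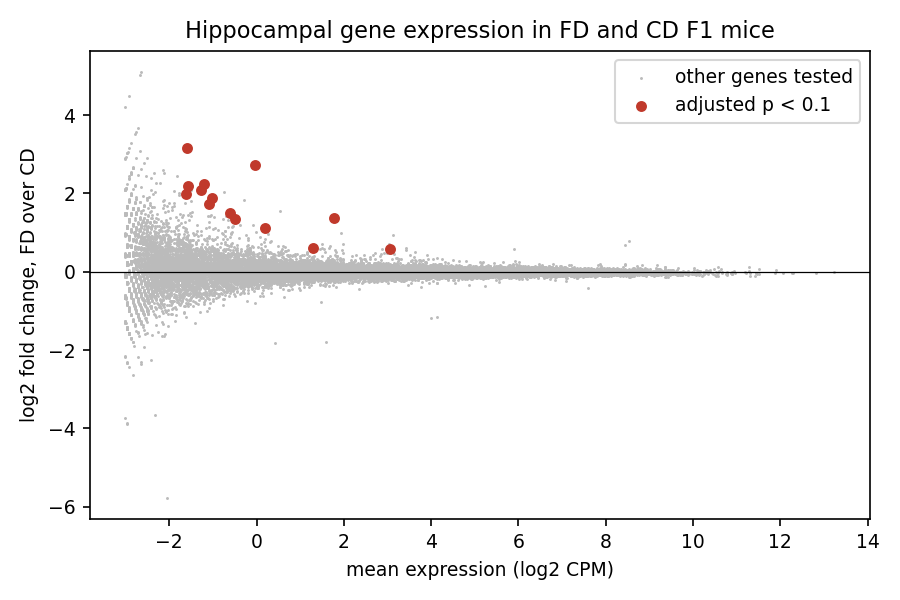
Log2 fold change of each of the 20589 genes tested (FD over CD, vertical axis) against its mean expression in log2 CPM (counts scaled to library size, horizontal axis). Red points are the 14 genes with an adjusted p-value under 0.1, which all lie above 0 and mostly at low expression.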

Results of the RNA-seq-based differential expression analysis of the 14-weeks-old cohort are summarized in the supplemental material. 

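All 15 genes of Table 1 were measured in the deposited counts, and all 15 were higher in FD than in CD F1 mice. The annotation lists 14 of them as pseudogenes, and 10 had a mean below 20 counts per mouse. Gm13341 (ENSMUSG00000083863, chromosome 2, 22587291 to 22587962, GRCm38) is an unprocessed pseudogene whose sequence matches the mitochondrial gene mt-Co2 at 95.906% over 684 bp. Its expression was 5.068 ± 0.378 CPM (counts scaled to library size, SD, n = 5) in FD mice and 1.913 ± 0.469 CPM (SD, n = 6) in CD mice. The log2 fold change of Gm13341 was 1.379 (standard error 0.143, adjusted p = 0.000339 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every FD mouse lay above every CD mouse. Gm5389 (ENSMUSG00000081896, chromosome X, 57659732 to 57660907) is a processed pseudogene that matches the aldolase gene Aldoa at 91.551% over 864 bp. It reached 1.758 ± 0.173 CPM (SD, n = 5) in FD mice against 0.2644 ± 0.123 CPM (SD, n = 6) in CD mice, with 21 to 54 counts per FD mouse and 1 to 14 per CD mouse. Its log2 fold change was 2.733 (standard error 0.268, adjusted p = 3e-04 from the same edgeR test). Gm6977 (chromosome X, 90744546 to 90745062), a copy of the ferritin gene Fth1, was measured at 10.05 ± 1.11 CPM (SD, n = 5) and 6.715 ± 1.01 CPM (SD, n = 6) in FD and CD mice, a log2 fold change of 0.5859 (standard error 0.107, adjusted p = 0.0802, edgeR). Gm14148, E030024N20Rik, Gm8722, Gm7251, Gm4609, Gm11410, Gm9499, Aldoart2 and Gm9034 also passed the adjusted p-value threshold of 0.1, with log2 fold changes from 1.126 (Aldoart2) to 3.157 (Gm4609). The remaining 3 genes of Table 1 did not pass it. Gm12183, a copy of Ddx5 with the highest expression of the 15, had a log2 fold change of 0.3316 (standard error 0.0798, adjusted p = 0.372, edgeR). For Gm15359, which the annotation names Selenot-ps, the adjusted p-value was 0.131, and for Gm12428 it was 0.129 (edgeR). Because these genes resemble more abundant genes, their counts are uncertain where the counting could split reads between copies. Paired by the replicate block, 11 of the 15 genes passed the threshold, among them Gm13341 with a log2 fold change of 1.348 and Gm5389 with 2.84. When each mouse was left out in turn, between 3 and 12 of all genes tested passed the threshold, and between 3 and 11 of those in Table 1. Gm13341, Gm5389 and Gm14148 passed it in all 11 fits.

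**Figure D2:**
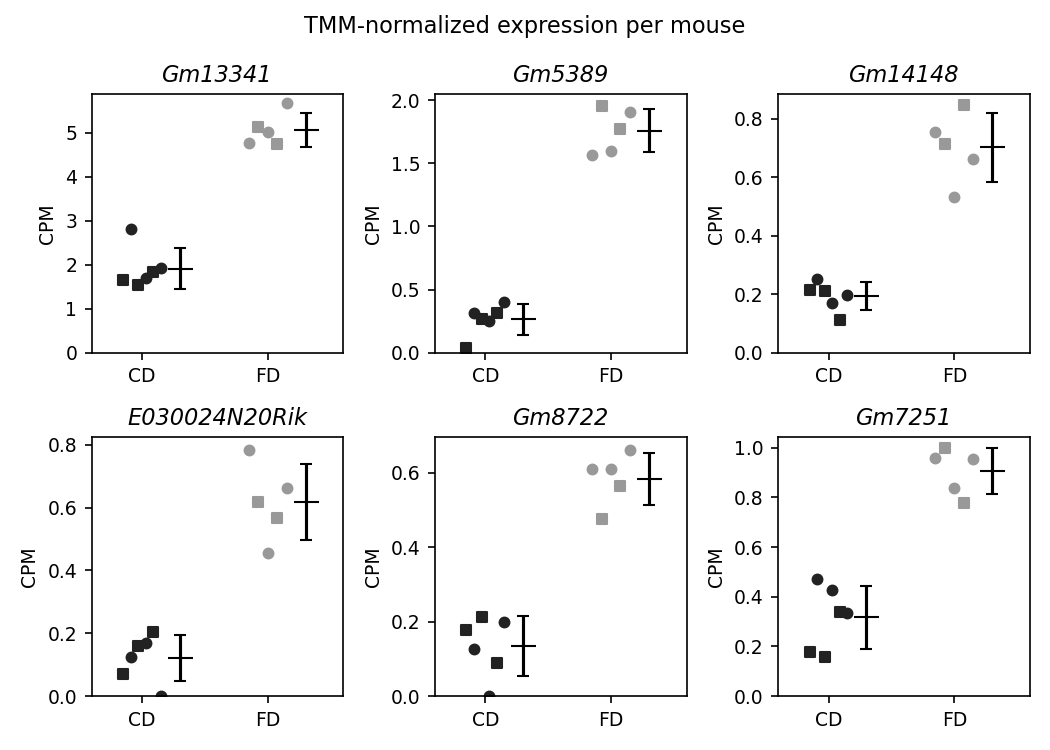
TMM-normalized expression in CPM (vertical axis, from 0) of 6 genes of Table 1 in each CD and FD F1 mouse, with squares for males, circles for females, and the group mean ± SD beside them. In each of the 6 genes, the 5 FD mice lie above the 6 CD mice.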

The top 15 genes with an adjusted p-value < 0.1 are shown in Table 1. We further analysed the data performing a weighted correlation network analysis (WGCNA), which is a powerful tool to identify gene networks, to find and summarize clusters (modules) and to relate those modules to external traits like the group membership (CD or FD F1). WGCNA identified one gene co-expression module (“darkgrey module”) significantly correlated with maternal diet (R^2^ = 0.93, p < 0.001; Fig. 5A,B). 

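Co-expression modules were computed from the deposited counts for the 5000 most variable genes among those with sufficient counts. The topological overlap of an unsigned network (soft power 6) was clustered by Ward's method into 40 clusters, of which 39 held at least 30 genes and were kept as modules. WGCNA itself was not available, so these modules are not the ones of Fig. 5A. Each module was summarized by its first principal component over the 11 mice (the eigengene), which was correlated with maternal diet. The module most correlated with diet held 166 genes, with Pearson's r = 0.724 (r squared 0.5242). Its eigengene differed between the groups when tested alone (exact permutation test, p = 0.01299), but not after adjustment over the 39 modules (Benjamini-Hochberg adjusted p = 0.5066). When the largest correlation over all modules was compared with that of every other split of the 11 mice, 106 splits, the real one included, reached a correlation at least as high (exact permutation test, p = 0.2294). The result depended on how the network was made. With a signed network and soft power 12, the largest correlation was 0.909 in a module of 111 genes (exact permutation test of the maximum, p = 0.002165, the smallest that 6 against 5 mice allow). The minimum module size also mattered. In the unsigned network, 25 genes formed a cluster below the minimum of 30, and with a minimum of 20 genes, chosen after seeing the data, this cluster had the largest correlation, 0.9452 (exact permutation test of the maximum, p = 0.002165). From its own WGCNA modules, the paper concludes that 1 co-expression module was significantly correlated with maternal diet.

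**Figure D3:**
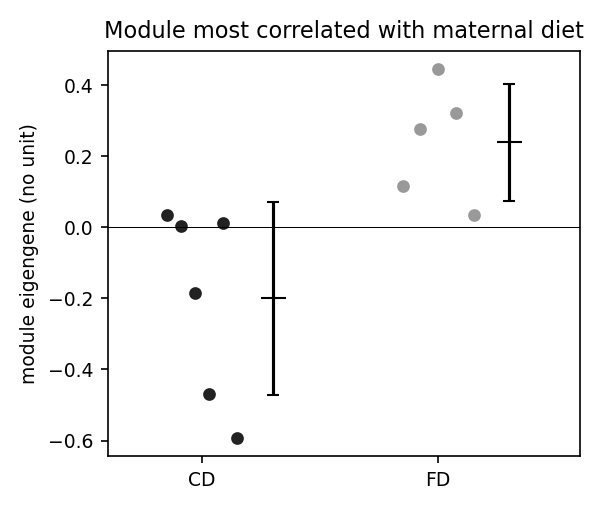
Eigengene (first principal component, no unit, vertical axis) of the 166-gene module with the largest correlation with maternal diet in each of the 6 CD and 5 FD F1 mice, with the group mean ± SD. All FD mice lie above all CD mice, but CD male 1 (0.03545) and FD female 3 (0.03599) are almost level.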

Pathway analysis of genes within the darkgrey module yielded a significant enrichment of a number of pathways among those genes (Fig. 5C), including pathways related to FA metabolism and Wnt/β-catenin signalling. 

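The gene list of the darkgrey module and the pathway database used are not in the files analysed here, so the enrichment itself was not repeated. Instead, lists of FA metabolism genes and of Wnt/β-catenin signalling genes (ligands, receptors and other components) were compiled before the data were seen, and each mouse received a score, the mean over the genes of a list of the TMM log2 CPM minus the gene's mean over the 11 mice. Over 30 FA metabolism genes, the score was -0.005431 ± 0.0149 (SD, n = 5) in FD mice and 0.004526 ± 0.0442 (SD, n = 6) in CD mice, a difference of -0.009957 (exact permutation test, p = 0.632). Of these genes, 15 were higher in FD mice. The Wnt score over 68 genes was 0.03308 ± 0.0918 (SD, n = 5) in FD mice and -0.02756 ± 0.0554 (SD, n = 6) in CD mice, a difference of 0.06064 (exact permutation test, p = 0.2273), with 46 genes higher in FD mice. Neither difference was larger than the spread between mice, and the adjusted p-values over the 5 gene scores computed were 0.632 and 0.5682 (Benjamini-Hochberg). Among the single genes, the smallest p-values of the FA list belonged to Pemt, Mthfd2l and Mthfd2. Pemt (chromosome 11, 59970614 to 60046489, GRCm38) had a log2 fold change of -0.4123 (standard error 0.173, adjusted p = 1, edgeR). In the Wnt list they belonged to Fzd7, Myc and Wnt16. The receptor gene Fzd7 (chromosome 1, 59482424 to 59486955) had a log2 fold change of 0.2289 (standard error 0.0817, adjusted p = 1, edgeR), and Myc one of -0.2994 (standard error 0.114, adjusted p = 1, edgeR). Paired by the replicate block, Pemt (mean difference in log2 CPM -0.4697) and Myc (-0.3041) were lower in the FD mouse in all 5 pairs. Fzd7 (0.2592), Mthfd2l (0.2793) and Wnt16 (0.3934) were higher in all 5. For each of these, p was 0.0625, the smallest that 5 pairs allow (exact sign-flip permutation test added after seeing the values). Mthfd2 was lower in 1 pair. Of the 9 FA metabolism genes and 29 Wnt genes that were clustered, none lay in the module most correlated with diet. That module held 166 of the 5000 clustered genes, so few genes of either list could be expected in it (Fisher's exact test for the Wnt list, p = 0.625). This overlap therefore does not count for or against the enrichment in the paper. With mice paired by the replicate block, the differences were -0.008016 (exact sign-flip permutation test over 5 pairs, p = 0.875) for the FA list and 0.06816 (p = 0.25) for the Wnt list in the same exact test, and the Wnt difference came closest to the threshold with edgeR's own count filter, at 0.07004 (exact permutation test, p = 0.06061). From its pathway analysis, the paper concludes that pathways related to FA metabolism and Wnt/β-catenin signalling are enriched among the genes of its darkgrey module.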

Additional qPCR analyses of selected genes showed a significant downregulation of Na^+^/K^+^-ATPase subunit gamma (*Fxyd2*, one-tailed t-test: p = 0.035) and a significant upregulation of Tyrosine-protein phosphatase non-receptor type 14 (*Ptpn14*, one-tailed t-test: p = 0.023) in hippocampi of FD offspring relative to CD offspring (Fig. 6). The direction of changes was identical to the results obtained by RNA-seq. 

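In the RNA-seq counts, Fxyd2 (ENSMUSG00000059412, chromosome 9, 45399669 to 45410278, GRCm38) was measured at 4.068 ± 1.09 CPM (SD, n = 5) in FD mice and 5.719 ± 1.65 CPM (SD, n = 6) in CD mice. Its log2 fold change was -0.4364 (standard error 0.2, adjusted p = 1 from edgeR's quasi-likelihood test), and a test of this gene alone without pairing gave p = 0.09091 (exact permutation test). Ptpn14 (ENSMUSG00000026604, chromosome 1, 189728268 to 189876695) was measured at 21.77 ± 3.53 CPM (SD, n = 5) and 18.31 ± 2.45 CPM (SD, n = 6) in FD and CD mice, a log2 fold change of 0.2398 (standard error 0.108, adjusted p = 1, edgeR). Tested alone without pairing, Ptpn14 gave p = 0.08874 (exact permutation test). The unadjusted p-values of edgeR's quasi-likelihood test were lower, 0.0435 for Fxyd2 and 0.0406 for Ptpn14. The paper had picked both genes by a p-value under 0.1 in these data, so these values are not independent of that choice. Within the 5 pairs of mice with the same sex and replicate number in the labels, the FD mouse was lower in Fxyd2 and higher in Ptpn14 in all 5, with mean differences in log2 CPM of -0.5333 for Fxyd2 and 0.3005 for Ptpn14 (exact sign-flip permutation test added after seeing the values, p = 0.0625 for each, the smallest that 5 pairs allow). The unpaired tests leave out sex, and Fxyd2 was lower in males than in females (log2 fold change -0.6303, standard error 0.13, adjusted p = 0.057, edgeR with diet as covariate). As whole groups the ranges overlapped for both genes, with 36 to 160 Fxyd2 counts per FD mouse and 75 to 251 per CD mouse. With each mouse left out in turn, the log2 fold change stayed between -0.5551 and -0.2949 for Fxyd2 and between 0.1596 and 0.3136 for Ptpn14. Paired by the replicate block, the log2 fold change of Fxyd2 was -0.5304 and the log2 fold change of Ptpn14 0.3155, both with an adjusted p of 0.123 (edgeR). Of the 11 genes measured by qPCR in Fig. 6, 5 were higher in FD mice by RNA-seq (Ogn, Ptpn14, Ccdc34, Spp1 and Fmod) and the others were lower. The groups did not overlap for Gapdh, with all 5 FD mice below all 6 CD mice and a log2 fold change of -0.1857 (standard error 0.0526, adjusted p = 0.714, edgeR), nor for Ccdc34, with all 5 FD mice above all 6 CD mice and one of 0.2077 (standard error 0.0628, adjusted p = 0.987, edgeR). Reads of Gapdh that also align to its many copies were left out of its count. From the directions in the RNA-seq data and the qPCR, the paper reasons that Fxyd2 was lower and Ptpn14 higher in FD offspring in both.

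**Figure D4:**
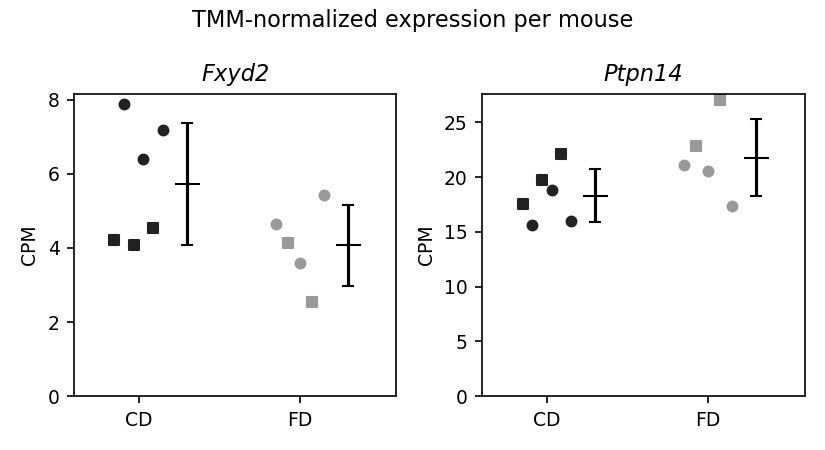
TMM-normalized expression of Fxyd2 and Ptpn14 in CPM (vertical axis, from 0) in each of the 6 CD and 5 FD F1 mice, with squares for males, circles for females, and the group mean ± SD beside them. The groups overlap in both genes, while within the 5 pairs of the same sex and replicate number the FD mouse is lower in Fxyd2 and higher in Ptpn14 each time.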

Comparison of global hippocampal gene expression in a cohort of older CD and FD F1 mice (12 months old) showed no apparent group differences (data not shown).

**Table 1:** Differential expression analysis of hippocampal gene expression data from CD and FD F1 mice.

Ensembl ID	gene name	log_2_ fold change	p-value	adjusted p-value
ENSMUSG00000083863	predicted gene 13341	0.488044	0.000000	0.000000
ENSMUSG00000081896	predicted gene 5389	0.353805	0.000000	0.000000
ENSMUSG00000084289	predicted gene 6977	0.317269	0.000000	0.000404
ENSMUSG00000057990	RIKEN cDNA E030024N20 gene	0.140377	0.000002	0.008272
ENSMUSG00000083391	predicted gene 14148	0.150488	0.000004	0.015272
ENSMUSG00000081164	predicted gene 8722	0.132908	0.000007	0.022477
ENSMUSG00000063129	aldolase 1 A, retrogene 2	0.196374	0.000008	0.022477
ENSMUSG00000069236	predicted pseudogene 7251	0.162689	0.000009	0.022477
ENSMUSG00000078592	predicted gene 4609	0.095478	0.000014	0.033356
ENSMUSG00000094852	predicted pseudogene 9034	0.130803	0.000025	0.047908
ENSMUSG00000083219	predicted gene 11410	0.158353	0.000026	0.047908
ENSMUSG00000097480	predicted gene 9499	0.108404	0.000027	0.047908
ENSMUSG00000082454	predicted gene 12183	0.226359	0.000053	0.086401
ENSMUSG00000081920	predicted gene 15359	0.100836	0.000067	0.095912
ENSMUSG00000082185	predicted gene 12428	0.163640	0.000068	0.095912

The table shows the top of the list of a differential expression analysis of hippocampal RNA sequencing data (adjusted p-value < 0.1).

**Figure 5:**
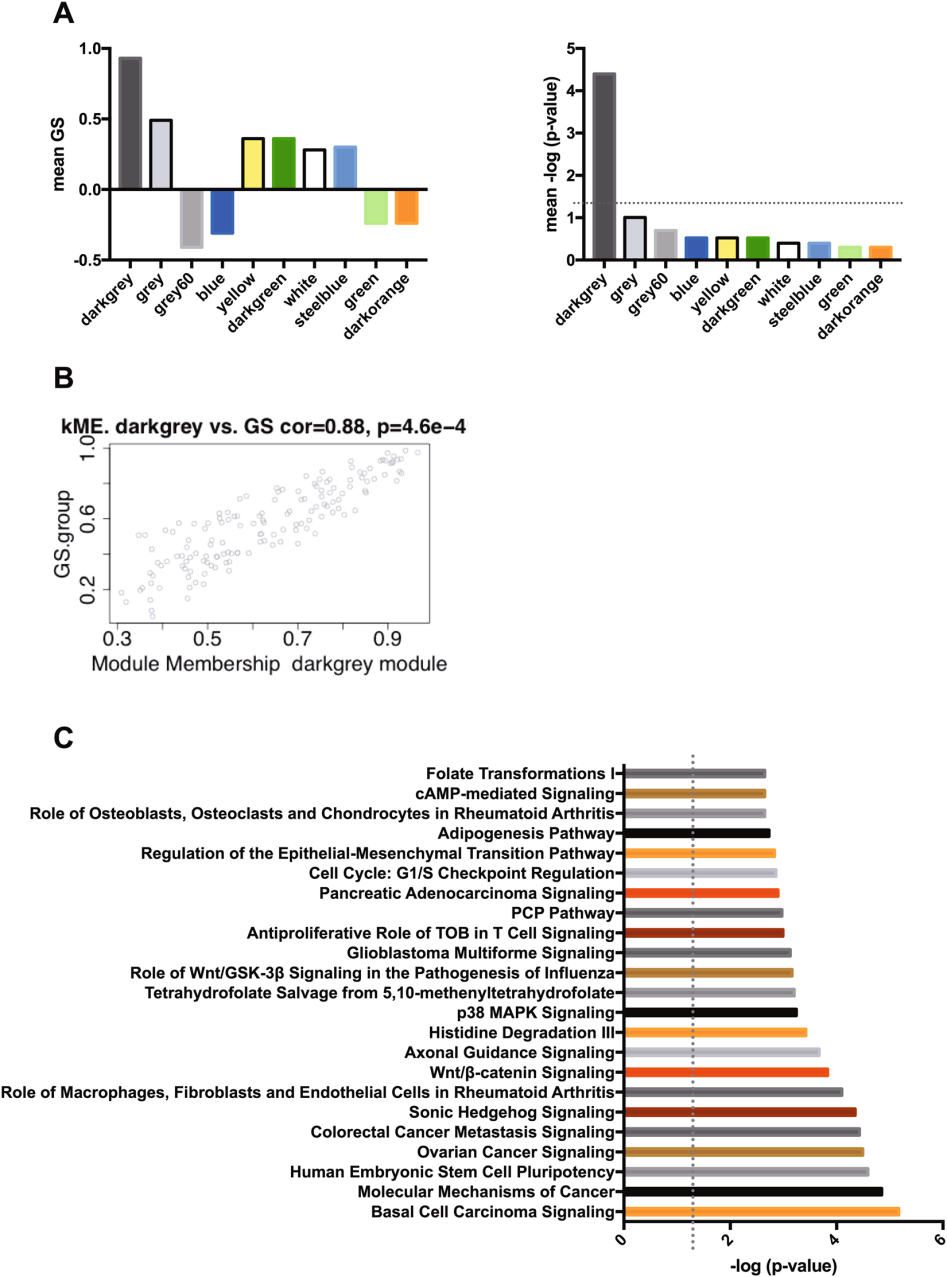
Weighted correlation network analysis (WGCNA) of hippocampal expression data in CD and FD F1 mice. (**A**) Graphs show module-trait relationships and corresponding p-values (presented as –log of the p-value) of the top ten modules detected via WGCNA (module names are provided on the x-axes). The p-value threshold of –log (0.05) is indicated by a dotted line. (**B**) Scatterplot of gene significance (GS.group) versus module membership (kME) for the darkgrey module. We observed a strong correlation between GS values for group (maternal diet) and module membership. (**C**) The graph shows the top enriched canonical pathways among genes with membership in the darkgrey module.

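In the 166-gene module most correlated with diet in the deposited counts, gene significance (the absolute correlation of a gene with diet over the 11 mice) was compared with module membership (its absolute correlation with the eigengene). Across the 166 genes the correlation was r = 0.4776 (Spearman's rho 0.4401). Genes of a module are not independent replicates, so no p-value is given. The mean gene significance was 0.485, and 91 genes were higher and 75 lower in FD mice. Over the 39 modules, this module had the highest mean gene significance. In the signed network with soft power 12, the top module of 111 genes had a correlation of 0.8167 between gene significance and membership. For its darkgrey module, the paper reports that gene significance for maternal diet and module membership were strongly correlated.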

**Figure 6:**
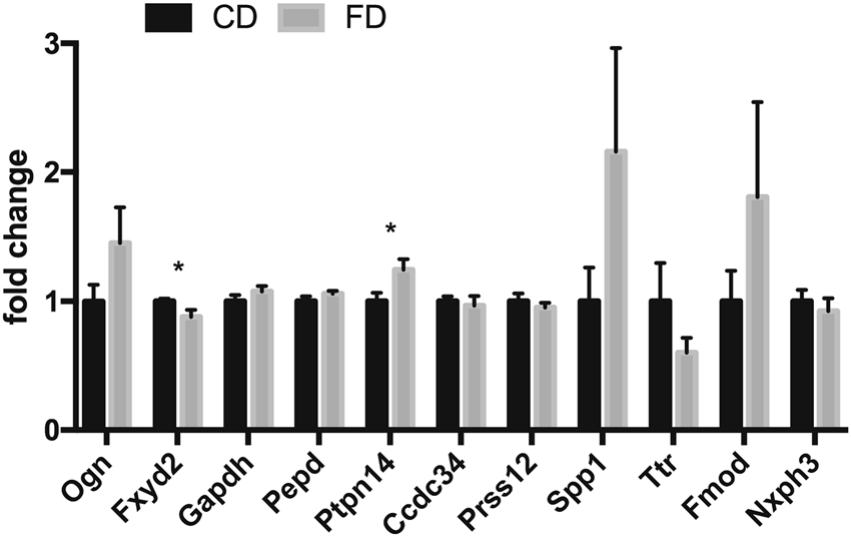
Expression changes of candidate genes in hippocampi of CD and FD F1 mice evaluated by qPCR. The graph shows normalized fold change values relative to control samples. Data are presented as mean ± S.E.M.; asterisks denote significant differences (*p < 0.05; *n* = 6 per group).

## Discussion

It has been long known that sufficient maternal folate intake is important for the proper closure of the neural tube during an embryo’s development. Case-control studies have shown that FA supplementation has significantly reduced the incidence of neural tube defects in humans^30–32^. If no FA supplements are taken in early pregnancy there is also a higher risk for children to present with emotional and behavioural problems at the age of 18 months^33^. Nevertheless, to our knowledge, it remained untested whether high-dose dietary FA intake consumed prior to conception may have adverse effects on neurological development in the offspring. In this study, we therefore investigated, in a mouse model, the effects of an FA-rich maternal diet fed only before pregnancy and found notable cognitive impairments in reversal learning in the F1 generation.

In humans, the standard recommendation for daily dietary folic acid intake is 300–400 µg for women^6, 34^. Folate levels in human populations, however, have increased considerably since the first fortification programs started. For example, in Canada 63.5% of the population have a red blood cell folate concentration >1090 nmol/L indicating an intake of >2.1 mg dietary folate equivalent per day^35^. For high-risk pregnancies, some studies even recommend supplementary FA intake of 5 mg/day, which is almost 17x higher than the standard recommendation for women^36^. The amount of FA in our supplemented diet (40 mg/kg chow) therefore represents those high intake rates as it is about 17.4x higher than in our control diet (2.3 mg/kg chow, which meets the standard recommendations for FA in mouse diets^37^). Accordingly, our experiment represented an initial effort to test the consequences of high-dose dietary FA supplementation restricted to a period prior to conception.

During our behavioural experiments, we observed reduced reversal learning abilities in a Morris water maze task in the F1 offspring of FA-supplemented dams. Spatial memory impairments have also been detected in one study where rats were exposed directly to an FA-rich diet for 30 days^38^. Effects on offspring, however, were not investigated in that study. Deficits in reversal learning during the Morris water maze task can be attributed to a form of cognitive flexibility, i.e. the ability to change a previously acquired behaviour and to solve a new spatial task. The inflexibility to change in routine may also be viewed as a form a perseverative behaviour and assessments of reversal learning are, therefore, used as a behavioural endpoint in studies of rodent models for autism spectrum disorders (ASD)^39^. Indeed, available human data indicate a possible increase in offspring ASD risk if maternal folate levels exceed recommendations^40^.

In addition to the effects on reversal learning, we observed a slightly decreased swim speed in offspring of high folate dams during Morris water maze testing. This outcome is likely not based on disturbed motor skills, as the performance of FD F1 mice on an accelerating rotarod was comparable to the performance of CD F1 mice. The differences in velocity could rather indicate a slightly decreased motivation in offspring of high folate dams. A deficit in motivation was also detected in rats directly fed a FA-rich diet^38^.

Another study in mice described increased anxiety and gender-specific hyperactivity due to FA supplementation^20^. We did not observe increased locomotor activity in the open field assay in FD offspring. However, this prior study^20^ provided the FA-rich diet during the entire course of gestation, lactation and even after weaning, which means that the offspring mice that were tested were on the same diet as their mothers. Additionally, FA concentrations differed substantially between the two studies.

In our study design, we restricted the FA-rich diet to a period prior to mating, suggesting that the behavioural alterations in F1 offspring may be a consequence of FA effects on female germ cells, such as epigenetic changes in oocytes induced by excess FA. Since the hippocampus is important for spatial learning and navigation, we tested for altered hippocampal gene expression in offspring mice. 

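Of the 20589 genes tested in the hippocampus at 14 weeks, 14 differed between CD and FD offspring at an adjusted p-value under 0.1, and 5 at one under 0.05 (edgeR's quasi-likelihood test). Among the 14590 genes with a mean of at least 1 CPM, the median size of the log2 fold change was 0.0487. Only 60 of these genes changed by a log2 fold change of at least 0.5 in either direction, and 8 by at least 1. In a principal component analysis of 15901 genes, the first component held 31% of the variance. It followed sex (exact permutation test, p = 0.00433), and without pairing it did not separate the diets (exact permutation test, p = 0.548). Paired by the replicate block, it was lower in the FD mouse in all 5 pairs, with a mean difference of -9.274 (exact sign-flip permutation test, p = 0.0625, the smallest that 5 pairs allow), so a shift with diet cannot be ruled out. The paired test was added after seeing the values. No gene had a diet effect that differed between males and females at an adjusted p-value under 0.1 (edgeR's test of the interaction). Fits of each sex alone lowered the count of 14 to 2 genes in males and 1 in females, and the replicate block raised it to 25. The paper describes the expression changes between CD and FD offspring as minor.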

We detected only minor alterations in expression profiles between CD and FD offspring. At 14 weeks of age, weighted correlation network analysis combined with enrichment analyses showed a possible connection of the maternal FA-rich diet to alterations in the Wnt/β-catenin signalling pathway in FD offspring mice. Available evidence indicates that canonical Wnt signalling is sensitive to the amount of dietary FA (for review see ref. 41). In addition, our data revealed a downregulation of *Fxyd2* and an upregulation of *Ptpn14* in FD F1 mice. Fxyd2 is a regulator of Na^+^/K^+^-ATPase activity and, thus, important for neuronal excitability and neurotransmission^42^. In rats, high-dose maternal folic acid supplementation affected offspring synaptic transmission and decreased offspring seizure threshold^43^. Therefore, decreased expression of the gamma subunit of Na^+^/K^+^-ATPase in offspring of dams fed a FA-rich diet before mating could potentially contribute to altered neural functions and cognitive abilities in these mice.

By the age of 12 months, global gene expression differences between CD and FD F1 mice were no longer detectable. One likely scenario could be that gene expression differences diminish with age. In cerebral hemispheres of pups whose mothers were fed a FA-rich diet throughout gestation, changes in methylation and gene expression have previously been observed at postnatal day 1^20, 22^. It is conceivable that changes due to a diet fed before mating are only detectable early in life and further studies are needed to clarify this aspect.

In principle, it is also possible that the behavioural phenotype in FD offspring that we observed is due to a diet-induced change in the behaviour of the dam. Variations in nursing behaviour, for example, could also lead to an alteration in behaviour of the offspring. To investigate that possibility, follow-up studies will need to examine the nursing behaviour of the dam or use IVF-mediated approaches with foster dams to exclude direct contact between mothers and offspring. A limitation of the present study is that cognitive flexibility was only assessed in the Morris water maze. It will be of interest to investigate reversal learning in offspring of FA-supplemented dams in additional behavioural tasks using, for example, Y-maze-based reversal learning in future studies.

In conclusion, we found alterations in the cognitive phenotype of offspring of dams fed a diet with high FA concentrations before mating. Our results complement existing studies that document adverse effects of excessive FA intake when applied throughout gestation^12, 43^. Given that FA intake in human populations increased considerably since the first fortification programs started^3, 7, 44^, it should be of public interest to ensure that population FA intake is kept within an optimal range between FA deficiency and FA excess.

## Material and Methods

### Animals

All mice were housed under SPF conditions with 2–5 mice per cage on a 12-h light/dark cycle with food and water available *ad libitum*. Female young adult 129S6/SvEv mice were purchased from Taconic (Denmark). After an acclimation phase of several weeks, the mice were randomly assigned to two groups. One of the groups (CD) received an AIN-93G control diet with the standard amount of 2.3 mg FA/kg diet (Altromin, Germany). The FA-supplemented group (FD) was fed a modified version, which contained 40 mg FA/kg diet (Altromin, Germany) and was otherwise identical to the control diet. After 6 weeks of feeding, females were individually mated with young adult C57BL/6 J males purchased from Charles River (Germany). From mating onwards, all mice received the control diet with FA at 2.3 mg/kg diet. Thus, the FA-rich diet was only fed before mating and not during gestation or weaning (Fig. 1). After 12 days, the males were removed from the cages.

All experiments were performed in accordance with the German Animal Health and Welfare Act (German Federal Law, §8 Abs. 1 TierSchG). The present study was approved by “Landesamt für Natur, Umwelt und Verbraucherschutz Nordrhein-Westfalen” (Recklinghausen, Germany).

### Behavioural experiments

Experiments were carried out with adult 129S6/SvEv x C57BL/6 J F1 offspring of supplemented or non-supplemented dams with *n* = 20 FD F1 mice and *n* = 24 CD F1 mice. We chose this genetic background because 129S6/SvEv x C57BL/6J F1 hybrids are isogenic and they show superior performance on learning and memory tasks^45^. Mice used were females and males originating from at least 6 different dams and litters per group with 2–6 mice coming from the same litter. Before starting the experiment, all mice were handled for 5 days for approximately 2 min/day/animal. Behavioural assessments were started at the age of 14 weeks. We carried out behavioural studies during the light phase of the day. All experiments were conducted blind to treatment condition.

### Morris water maze

The Morris water maze was performed as previously described^46, 47^ with the following modifications. Mice received two practice trials per day for 7 days with probe trials on day 5 and day 7. Each mouse had to learn to find a hidden platform under the water surface of a pool filled with opaque water. The starting position was randomly altered for every trial. To assess how accurately animals had learned the platform position during training, we analysed the time the mice spent in the target quadrant during the probe trials and compared this to the time spent in the other quadrants (quadrant occupancy). Furthermore, we analysed, for probe trials, the average distance the mouse kept from the position that contained the platform during training and compared this to the distance to equivalent positions in the other three quadrants (proximity).

For reversal learning, the hidden platform was placed in the centre of the opposite quadrant of the pool (i.e., the one opposite to the previous target quadrant) and mice were trained for 3 more days (2 trials per day) to learn the new location of the platform. On day 10, an additional probe trial was performed (during which the platform was removed from the pool). The time the mouse spent searching for the platform in the new target quadrant was measured and compared to the time spent searching in the other quadrants. We also analysed velocity and distance to the target position during probe trials as well as escape latencies during all training trials via an automated system (Ethovision XT, Noldus). Cumulative heat maps for each group were created for all training days and probe trials in Ethovision XT (Noldus).

### Open field

The general exploratory behaviour of mice was tested in an open field task as previously described^48^ with the modifications described below. Each mouse was placed individually in an acrylic box (27 cm × 27 cm) for 20 min and behaviour was recorded for offline analysis. Light intensity during the test was set to approx. 150 lux in the centre of the test arena. Activity (total distance moved) was measured and analysed in 4 min time bins by an automated system (Ethovision XT, Noldus).

### Context fear conditioning

To assess conditioned fear, we used a video fear conditioning system (Med Associates) essentially as previously described^49^. Mice received a single training session of 181 s with one 0.75 mA shock (1 s) after 120 s. On the next day, animals were subjected to a 180 s context test.

### Object place recognition

This test was carried out in acrylic boxes (27 cm × 27 cm) with non-transparent white walls containing a visible cue (small, green triangle) in the centre of one of the walls. The experiment was performed on 5 consecutive days. On day 1, each mouse was placed in the empty arena for 20 min to habituate the animal to the setting. On days 2–4, identical conical flasks were placed in two specific positions of the arena and the animals were allowed to explore for 20 min each. On day 5, one of the objects was moved to a new position and the behaviour of the mouse was recorded for 6 min. Exploration times of objects during the test were quantified by an experienced experimenter blind to treatment group and object location.

### Rotarod

Motor skills of the mice were examined using an accelerating rotarod (Med Associates). Each mouse was placed on an accelerating rod (4–40 rpm) for a maximum of 5 min. An automated electric light beam (Med Associates) was used to measure the time until the mouse fell off the rod. The trial was stopped manually if the mouse clung to the rod for two consecutive rotations without actually running on the rod (passive cycling). The latency to fall off the rotating rod was compared between groups. Animals were given 2 daily training trials for 2 consecutive days.

### Statistical analysis

Statistical analyses were conducted using R^50^ or GraphPad Prism Version 6.0e. Analyses of behavioural experiments were performed using two-way analysis of variance (ANOVA) or two-tailed, unpaired Student’s t-test unless stated otherwise. A p-value less than 0.05 was considered to be statistically significant. All statistical tests are described in detail in the main text.

### Tissue preparation and RNA extraction

Mice were killed via cervical dislocation. After hippocampal extraction, tissue was flash-frozen in liquid nitrogen and stored at -80 °C. RNA was extracted from whole hippocampus using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA concentrations were measured via NanoDrop (Thermo Scientific).

### RNA sequencing

For RNA sequencing (RNA-seq) we first validated that hippocampi were extracted without any adjacent tissues, especially choroid plexus. Towards this end, we employed qPCR to assess the extracted RNA for the presence of choroid-specific transcripts. cDNA was prepared using the iScript^TM^ cDNA Synthesis Kit (Bio-Rad) and gene expression of orthodenticle homolog 2 (*Otx2*) and prolactin receptor (*Prlr*) was measured using TaqMan® Gene Expression Assays and StepOnePlus™ Real-Time PCR Systems (Applied Biosystems). Almost no expression of *Otx2* and *Prlr* should be detectable in RNA extracted from pure hippocampus. *Actb* was used as an endogenous control.

In preparation of RNA-seq analyses, the quality and quantity of input RNAs were determined with a 2100 Bioanalyzer (Agilent Technologies) using the RNA 6000 Nano Kit. Input RNAs were used to create a next generation sequencing library (Illumina). All libraries were run on an Illumina HiSeq2000 (50 bp single end sequencing). We sequenced RNA from a younger (i.e., 14 weeks old) cohort of F1 offspring mice (*n* = 6 mice of the CD F1 group and *n* = 5 mice of the FD F1 group) and, in a separate experiment, from an older (i.e., 12 months old) cohort of animals (*n* = 6 mice per group). Reads were quality and adapter trimmed with custom software. The resulting trimmed reads were aligned against the mouse mm10 genome with STAR 2.4.0^51^. Unique alignments per gene were counted with featureCounts^52^ and the results imported into R^50^ for analysis with DESeq2^53^. An adjusted p-value threshold of 0.1 was used to determine significance.

For the differential gene expression data from the younger cohort, Weighted Correlation Network Analysis (WGCNA) in R was used in order to identify modules that were correlated with maternal diet. Analysis was basically performed as described elsewhere^54, 55^. Ingenuity Pathway Analysis (IPA; Ingenuity Systems Inc., Redwood, CA, USA) was used for integrated analysis of altered gene expression.

The RNA-seq data of the 14-week-old cohort have been deposited in NCBI’s Gene Expression Omnibus^56^ and are accessible through GEO Series accession number GSE80587.

### qPCR

For validation and deeper analysis of the RNA-seq results 11 candidate genes with mean expression levels >50 and a p-value < 0.1 were additionally assessed via qPCR. 

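All 11 candidate genes had a mean expression above 50 normalized counts in the deposited data and an unadjusted p-value under 0.1 in edgeR's quasi-likelihood test, and none had an adjusted p-value under 0.1. Mean normalized counts over the 11 mice ranged from 83.67 for Spp1 to 1003.5 for Gapdh. Among all genes tested, 409 met the same 2 criteria. Ttr was the candidate with the largest decrease, a log2 fold change of -1.19 (standard error 0.468, adjusted p = 1, edgeR), with 9.071 ± 4.26 CPM (SD, n = 5) in FD and 21.93 ± 18.6 CPM (SD, n = 6) in CD mice. Spp1 had the largest increase, 0.9769 (standard error 0.423, adjusted p = 1, edgeR). With mice paired by the replicate block, 3 candidates had an adjusted p under 0.1 in edgeR's test. The log2 fold change of Ttr was then -1.282 (adjusted p = 0.00137, edgeR), the log2 fold change of Ogn 0.6108 (adjusted p = 0.054, edgeR) and the log2 fold change of Spp1 1.176 (adjusted p = 0.0677, edgeR). Leaving out FD male 2 lowered the log2 fold change of Spp1 to 0.3256. With each mouse left out in turn, the log2 fold change of Ttr lay between -1.427 and -0.7066, the latter without CD female 3.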

The iScript^TM^ cDNA Synthesis Kit (Bio-Rad) was used to reverse transcribe extracted RNA into cDNA and qPCR was performed with commercially available TaqMan® Gene Expression Assays on a StepOnePlus™ Real-Time PCR System (Applied Biosystems). Beta-2-microglobulin (*B2m*) was used as endogenous control and gene expression in hippocampi of FD F1 mice was normalized and analysed relative to that measured in CD F1 mice.

## Electronic supplementary material

Supplementary information

Dataset 1

# Supplementary material for: High-dose maternal folic acid supplementation before conception impairs reversal learning in offspring mice
**Source:** Sci Rep. 2017 Jun 8;7:3098. doi: 10.1038/s41598-017-03158-1
**Supplement:** Supplementary file 1 — Supplementary information

# **High-dose maternal folic acid supplementation before conception impairs reversal learning in offspring mice**

Kristin S. Henzel<sup>1</sup>, Devon P. Ryan<sup>1,\*</sup>, Susanne Schröder<sup>1</sup>, Marco Weiergräber<sup>2</sup> and Dan Ehninger<sup>1</sup>

## Supplementary Information

### Supplementary Tables

**Supplementary Table S1:** Statistical analyses of escape latencies during training and reversal training in the Morris water maze task. The table shows results of two-way ANOVAs with maternal diet as the between-subjects factor and day as the within-subjects factor.

| Measure        | Trial type        | Day  | ANOVA table                         | F (DFn, Dfd)                                                  | p-value                      |
|----------------|-------------------|------|-------------------------------------|---------------------------------------------------------------|------------------------------|
| Escape latency | Training          | 1-7  | Interaction<br>Day<br>Maternal diet | F (6, 252) = 1.170<br>F (6, 252) = 23.35<br>F (1, 42) = 2.253 | 0.3227<br>< 0.0001<br>0.1408 |
| Escape latency | Reversal training | 8-10 | Interaction<br>Day<br>Maternal diet | F (2, 84) = 1.777<br>F (2, 84) = 6.278<br>F (1, 42) = 0.1059  | 0.1754<br>0.0029<br>0.7465   |

**Supplementary Table S2:** Statistical analyses of probe trial data regarding the trials given on days 5 and 7, as well as the reversal probe trial delivered on day 10 of the Morris water maze task. The table shows results of two-way ANOVAs with maternal diet as the between-subjects factor and quadrant or platform as the within-subjects factor.

| Measure            | Trial type     | Day | ANOVA table                              | F (DFn, Dfd)                                                    | p-value                        |
|--------------------|----------------|-----|------------------------------------------|-----------------------------------------------------------------|--------------------------------|
| Quadrant occupancy | Probe          | 5   | Interaction<br>Quadrant<br>Maternal diet | F (3, 126) = 0.5249<br>F (3, 126) = 97.02<br>F (1, 42) = 0.0    | 0.6660<br>< 0.0001<br>> 0.9999 |
| Quadrant occupancy | Probe          | 7   | Interaction<br>Quadrant<br>Maternal diet | F (3, 126) = 0.8986<br>F (3, 126) = 118.9<br>F (1, 42) = -12.60 | 0.4440<br>< 0.0001<br>> 0.9999 |
| Quadrant occupancy | Reversal probe | 10  | Interaction<br>Quadrant<br>Maternal diet | F (3, 126) = 3.609<br>F (3, 126) = 11.88<br>F (1, 42) = 14.00   | 0.0153<br>< 0.0001<br>0.0005   |
| Proximity          | Probe          | 5   | Interaction<br>Platform<br>Maternal diet | F (3, 126) = 0.2473<br>F (3, 126) = 108.5<br>F (1, 42) = 0.1654 | 0.8631<br>< 0.0001<br>0.9991   |
| Proximity          | Probe          | 7   | Interaction<br>Platform<br>Maternal diet | F (3, 126) = 1.627<br>F (3, 126) = 125.8<br>F (1, 42) = 1.507   | 0.1864<br>< 0.0001<br>0.2265   |
| Proximity          | Reversal probe | 10  | Interaction<br>Platform<br>Maternal diet | F (3, 126) = 4.599<br>F (3, 126) = 1.953<br>F (1, 42) = 0.06285 | 0.0043<br>0.1245<br>0.8033     |

## Supplementary Figures

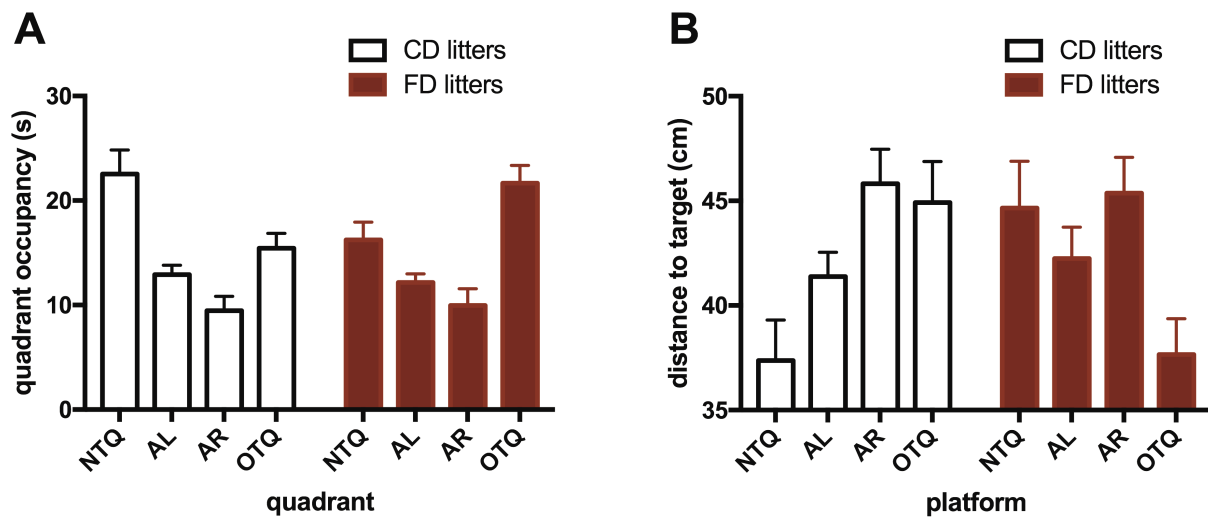

**Supplementary Figure S1:** Average litter performance during the reversal probe trial on day 10 of the Morris water maze task. A) Quadrant occupancy values and B) average distance to target location of litters of dams fed a FA-supplemented diet before mating (FD) or control dams (CD). According to a 2-way ANOVA with maternal diet as the between-subjects factor and quadrant or platform position as the within-subjects factor there was a significant maternal diet x quadrant interaction ( $F(3, 30) = 4.177$ ,  $p = 0.0139$ ) as well as a significant maternal diet x platform interaction ( $F(3, 30) = 4.993$ ,  $p = 0.0063$ ). AL = adjacent left, AR = adjacent right, OTQ = old target quadrant, NTQ = new target quadrant. Data are presented as mean  $\pm$  S.E.M (CD litters:  $n = 6$ , FD litters:  $n = 6$ ).

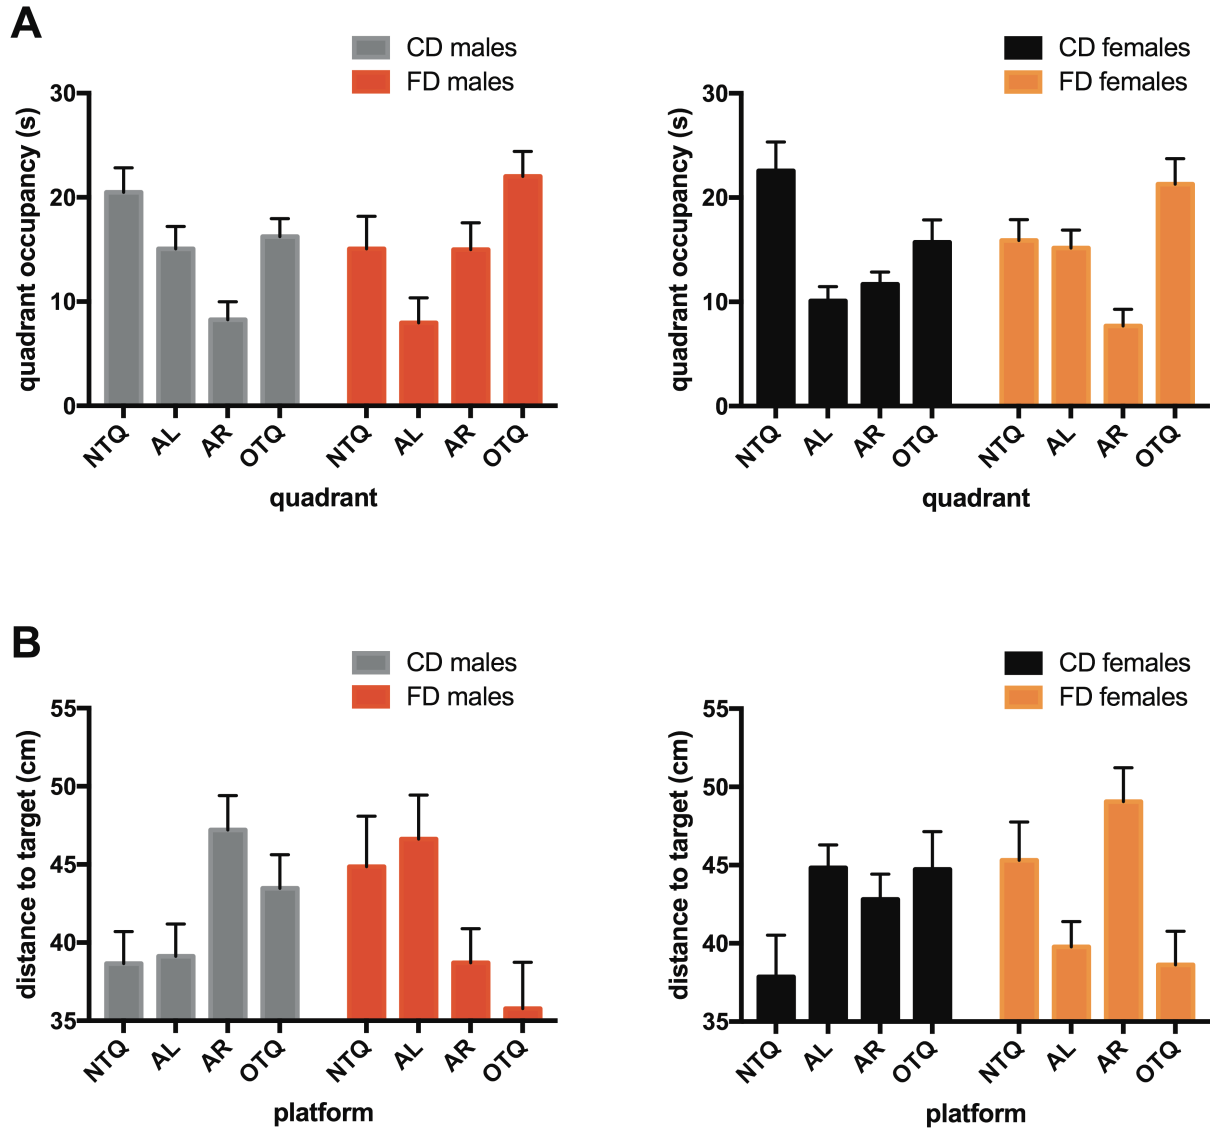

**Supplementary Figure S2:** Reversal probe trial performance of males and females on day 10 of the Morris water maze task. A) Quadrant occupancy values and B) average distance to the target location of offspring of dams fed a FA-supplemented diet before mating (FD) or offspring of control dams (CD). Analysis was performed using 2-way ANOVA with maternal diet as the between-subjects factor and quadrant or platform position as the within-subjects factor. For both, males and females, there was a significant maternal diet x quadrant interaction (males:  $F(3, 54) = 3.698$ ,  $p = 0.0171$ ; females:  $F(3, 66) = 3.757$ ,  $p = 0.0149$ ) and a significant maternal diet x platform interaction (males:  $F(3, 54) = 4.995$ ,  $p = 0.0039$ ; females:  $F(3, 66) = 4.954$ ,  $p = 0.0037$ ). AL = adjacent left, AR = adjacent right, OTQ = old target quadrant, NTQ = new target quadrant. Data are presented as mean  $\pm$  S.E.M (CD females:  $n = 12$ , CD males:  $n = 12$ , FD females:  $n = 12$ , FD males:  $n = 8$ ).

How the deposited data were processed for this re-analysis (not part of the article)

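Hippocampal RNA-seq of 14-week-old F1 offspring was analysed, from 6 mice of the CD group and 5 of the FD group. Conditions, sexes and replicate numbers were taken from the sample labels, and the numbers of mice are those the paper gives. The authors trimmed the reads, aligned them with STAR to mm10 and counted the reads with a single alignment per gene, and they deposited these raw counts for each mouse. The paper names featureCounts for the counting, the summary lines in the tables have the form that HTSeq writes, and the annotation release is not stated. Reads that aligned to several places are not in the counts, and this cannot be undone from the tables.

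The counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a total of at least 10 counts over the 11 mice were kept, 20589 in all, the TMM method was used for normalization, and the quasi-likelihood test compared FD with CD mice without covariates, with Benjamini-Hochberg adjustment and the paper's threshold of 0.1. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Contrasts of the sexes (with diet as covariate) and of the diet by sex interaction were fitted in the same way. Values per mouse are TMM-normalized CPM, with a prior count of 2 where a log2 value was needed. Single values and gene scores were compared by exact permutation over all splits of the 11 mice into 6 and 5, which allow no p below 0.002165. The 5 pairs of the replicate block allow no exact p below 0.0625. Modules were made from the topological overlap of the 5000 most variable genes, with Ward clustering into 40 clusters. The 39 clusters of at least 30 genes were kept as modules. Parent genes of processed pseudogenes were found with blastn 2.17.0 as the most counted protein-coding gene among matches of at least 100 bp that scored within 80% of the best. Of 1443 processed pseudogenes, 1335 had such a parent. Other tables were made with Python 3.11.15 and pandas 2.3.3, and figures with matplotlib 3.10.9.

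Total counts on genes per mouse ranged from 11737554 to 44447006, so that 3 counts correspond to between 0.0675 and 0.2556 CPM before TMM scaling. Several genes of Table 1 have fewer than 10 counts in some mice, where a single count changes the value visibly.

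The scripts were tested on simulated counts with known changes. edgeR recovered 90% of 200 changed genes with 13.88% false among its calls, and made 0 calls when nothing was changed. DESeq2 recovered 93% with 23.14% false. The changed genes were drawn only from genes with higher counts than most genes of Table 1 have. Of those 15 genes, 10 have a mean below 20 counts, so these rates need not hold for them. The noise was drawn for each gene separately, so factors shared by many genes were not simulated. The clustering put 100% of 60 planted genes into one module, whose eigengene had r = 0.9666 with diet, but another module reached 0.9701, so the module with the largest correlation need not be the planted one. This measure of recovery replaced a first one, which looked only at the module with the largest correlation and did not find the planted genes.

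Genes named in the text were chosen by a rule written before the data arrived. They are all genes of Table 1 and Fig. 6, Otx2, Prlr, Actb and B2m, up to 5 further genes past the threshold with the smallest p, the 3 genes with the smallest p in each of the FA metabolism and Wnt lists, and the 3 genes with the smallest p between the sexes. Alternatives covered DESeq2 1.42.0 with and without a prior on fold changes, DESeq2's size factors (RLE), other count filters, sex as a covariate, the replicate block, each sex alone, and each mouse left out. DESeq2 with a prior together with sex as a covariate, a minimum module size of 20 genes, 9 other cluster numbers from 30 to 60, and paired tests of the principal components, of the depth measures and of single named genes were added after seeing the data. The behavioural data, the qPCR data and the 12-month cohort are not in the files analysed here. The pathway analysis was not repeated.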

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

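Within each group of mice, named genes, gene scores and depth measures were searched for a mouse far from the others. Of 92 groups, 5 held such a mouse, about what chance gives at 1 in 20. In CD female 1, Gm13341 (2.827 CPM) was highest, and its gap to the next mouse on the log2 CPM scale was 0.628 of the range of the CD group. In CD male 1, Gm5389 was lowest (gap 0.747 of the range), with 1 count. Wnt16 was lowest in CD male 2 (0.5825 CPM, gap 0.826), B2m was lowest in FD male 1 (52.5 CPM, gap 0.742), and Ogn was highest in FD male 2 (24.82 CPM, gap 0.732). Gm13341 and Gm5389 stayed past the threshold without these mice, and the other genes had no adjusted p under 0.1 in the main fit. For Ogn, leaving out FD male 2 lowers the log2 fold change from 0.5964 to 0.2756. Meningeal tissue in the dissection was tested as an explanation. Across the 11 mice, Ogn followed the score of meningeal genes with r = 0.734. This was below the 0.8 that the prediction asked for, so that test did not bear the explanation out. After the mean of each diet group was subtracted r was 0.755, and without the 2 mice farthest from the median it was 0.225. FD male 2 also had the highest meningeal score (1.165, next 0.5052 in FD female 2), so meningeal tissue in that mouse cannot be ruled out. No biological explanation of single mice was tested.

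Processed pseudogenes outside Table 1, which the paper does not discuss, were flagged as a class. Their score was higher in FD mice by 0.1973, with 998 of 1430 genes higher and all of the 11 leave-one-out differences between 0.1873 and 0.2177. The size of the difference moved more with the count filter (0.1387 with filterByExpr) and with the prior count (0.2989 with 0.5). The weighing of explanations is given under the other observations.

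Gm11838 (log2 fold change 1.983) and Gm4707 (0.6169) passed the threshold without being in Table 1. Gm11838 matches Ppp2r1a at 94.643% over 224 bp, and the tests of copied genes given under the other observations apply to it. Both lost significance in all 11 fits that left out a mouse.

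The paper does not compare the sexes in the RNA-seq data. Between males and females, 1257 genes passed an adjusted p-value of 0.1 (edgeR), 71 of them on the X and Y chromosomes. The 3 with the smallest p are Y-linked. Uty (chromosome Y, 1096861 to 1245759) had a log2 fold change of 10.17 (standard error 0.185), Eif2s3y one of 9.888 (standard error 0.183) and Ddx3y one of 9.013 (standard error 0.199). In a count of other splits, 2 of 100 splits of the 11 mice, the real one included, gave as many genes, and 88 gave none. The other one set CD male 1, CD female 1, CD female 3, FD female 1 and FD female 3 apart and gave 1367 genes. These mice had the lowest shares of uniquely aligned reads on no gene, from 8.343% to 10.547%, against 11.105% or more in the others. The libraries thus differed in a measured property along this split, though its cause was not tested. Library preparation or dissection could separate these mice, but the labels name no batch. The autosomal differences between the sexes therefore cannot be told apart from such a factor. Leaving out single mice moved the count between 18 and 3244. A wrong sex label was excluded by Xist and Y-linked counts, which placed 0 mice in the sex opposite to the label. These counts cannot show a swap of mice of the same sex between the diets or between replicate numbers.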

How the results depend on the processing

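The alternatives were set before the processed files arrived, except where a setting is said to have been chosen after seeing the data. The Wnt, choroid plexus and meningeal scores kept their direction and showed no detectable difference under any alternative, though their size moved, and the 3 Y-linked genes stayed past the threshold in the same direction. For the 14 genes that differed between FD and CD mice, DESeq2, its size factors, no filter and sex as a covariate left the count within 1.5 times. It fell to 8 with filterByExpr, 1 with at least 10 counts in every mouse, 2 in males only, 1 in females only and 5 at an adjusted p under 0.05, and rose to 25 with the replicate block. The stricter filters remove genes with few counts, which most of these genes are, and each sex alone leaves few mice. Leaving out each mouse gave 3 to 12 genes. Here 2 of 100 splits of the mice, the real one included, gave at least 14 genes. The other gave 2009. It set apart the mice with the lowest shares of uniquely aligned reads on no gene, the same mice as in the comparison of the sexes.

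Between males and females, DESeq2 without a prior gave 2043 genes in place of 1257, and the 11 fits without one mouse gave 18 to 3244. Diet effects differed between the sexes for 0 genes, and for 0 to 1 when mice were left out. With 2 FD males, that contrast has little power.

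The largest module correlation, 0.724 in the main setting, rose past the test's threshold with 20 clusters (0.8027) and with a signed network with soft power 12 (0.909), and with a minimum module size of 20 (0.9452), which was chosen after seeing the data. Of the settings chosen beforehand, 80 clusters (0.7668), soft power 12 in an unsigned network (0.5878) and 10000 genes (0.6772) did not bring it past the threshold. With 9 other cluster numbers, chosen after seeing the data, it did not pass (0.8027 with 30 and with 35 clusters, -0.6897 with 60, and 0.724 with the others). It ranged from 0.7448 to 0.9614 when mice were left out. The reason could be followed in the clusters. In the main setting, the genes most related to diet form a cluster of 25 genes, which the minimum of 30 genes leaves out. In the 10 fits without one mouse that passed the threshold, the top module held between 50 and 152 genes. The main value is thus tied to the minimum module size. In the main setting, 106 of the splits of the 11 mice gave a largest correlation at least as high. The replicate block was not run for the modules because no paired form of the test of the largest correlation was set in the design.

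The processed pseudogene score, 0.1973, was 0.2036 with the replicate block, where 5 pairs allow no p below the 0.0625 that was reached. It was 0.1387 over the 517 genes that filterByExpr kept and 0.2989 with a prior count of 0.5 (exact permutation test, p = 0.002165 for each). Its direction thus held, but its size depends on the count filter and the prior count. The FA metabolism score ranged from -0.02054 to 0.0008389 with mice left out, a reversal around 0.

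Other reversals concern genes without a difference. The log2 fold change of Prlr, at -0.006196, became 7.239e-05 with RLE normalization, 0.006782 with filterByExpr, 0.001731 with at least 10 counts in every mouse, 0.01473 with sex as a covariate, 0.04849 with the replicate block, 0.1453 in females only and 0.006242 in the added DESeq2 fit with a prior and sex. The log2 fold change of B2m, at 0.01053, became -0.009773 with sex as a covariate, -0.03209 with the replicate block, -0.03366 in females only and -0.0001696 in that added fit. The log2 fold change of Otx2, at -0.09318, became 0.08031 in females only. Leaving out mice moved Prlr between -0.06688 and 0.05082, Otx2 between -0.3542 and 0.1165, and B2m between -0.0286 and 0.07428. Among the other rows of single genes, 38 were weaker and 13 stronger, and 92 were weaker and 3 stronger with a mouse left out. Low counts limit the single calls of Table 1, since 10 of its genes have a mean below 20 counts.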

Differences from the paper's values

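The log2 fold changes of all 15 genes of Table 1 were larger here than in the paper. Without a prior on fold changes (edgeR), they were Gm13341 1.379 against the paper's 0.488044, Gm5389 2.733 against the paper's 0.353805, Gm6977 0.5859 against the paper's 0.317269, E030024N20Rik 2.239 against the paper's 0.140377, Gm14148 1.876 against the paper's 0.150488. For the next 5 genes, they were Gm8722 2.083 against the paper's 0.132908, Aldoart2 1.126 against the paper's 0.196374, Gm7251 1.512 against the paper's 0.162689, Gm4609 3.157 against the paper's 0.095478, Gm9034 1.739 against the paper's 0.130803. The rest were Gm11410 1.359 against the paper's 0.158353, Gm9499 2.182 against the paper's 0.108404, Gm12183 0.3316 against the paper's 0.226359, Selenot-ps 2.186 against the paper's 0.100836, Gm12428 1.183 against the paper's 0.163640. Among the alternatives set before the files arrived, DESeq2 with a prior on fold changes brought all 15 within the error of the paper's values, and none of the other tools, normalizations, filters, covariates or single-sex fits did so for any of them. For Gm12183, leaving out CD female 1 (0.2934), FD female 2 (0.2961) or FD male 2 (0.3101) did as well. DESeq2 with a prior and sex as a covariate, chosen after seeing the values, also did so for all 15, and its 15 genes with an adjusted p under 0.1 are the 15 of Table 1. Over the 1955 genes of Dataset 1 that could be compared, its log2 fold changes correlated with the paper's with r = 0.9998, against 0.9831 for DESeq2 with a prior without sex and 0.4011 for the main fit. In all 3 fits, all 1955 had the sign that the paper gives.

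For 7 of the genes of Fig. 6, the log2 fold change differed from the paper's in Dataset 1. They were Ogn 0.5964 against the paper's 0.204959, Fxyd2 -0.4364 against the paper's -0.197779, Prss12 -0.2925 against the paper's -0.169299, Spp1 0.9769 against the paper's 0.0640545 and Ttr -1.19 against the paper's -0.0408653, Fmod 0.9403 against the paper's 0.0350552, Nxph3 -0.3934 against the paper's -0.0803103. DESeq2 with a prior closed the gap for Prss12 (-0.1451), Spp1 (0.04244), Ttr (-0.03505), Fmod (0.02759) and Nxph3 (-0.1028). The fit of males only did so for Fxyd2 (-0.3099), and that of females only for Prss12 (-0.2867) and Nxph3 (-0.3225). Fits without one mouse did so for Ogn (0.2756, without FD male 2), for Spp1 (0.3256) and Fmod (0.2751) without the same mouse, for Fxyd2 in 5 of the 11 fits and for Prss12 in 4. The other alternatives did not. The DESeq2 fit with a prior and sex as a covariate, chosen after seeing the values, closed the gap for all 7 but Ogn (0.1441). DESeq2 with a prior without sex opened a gap for 2 genes that did not differ in the main fit. They were Pepd (-0.1003 against the paper's -0.162167) and Ptpn14 (0.1118 against the paper's 0.172989). It thus matched 7 of the 11 genes, and the main fit matched 4.

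For the module most related to diet, r squared was 0.5242 against the paper's R squared of 0.93. Of the alternatives set before the files arrived, 20 clusters (0.6443), the signed network (0.8263) and all fits without one mouse but that without CD male 1 were within 1.5 times of the paper's value, and 80 clusters (0.5879), soft power 12 (0.3455) and 10000 genes (0.4586) were not. A minimum module size of 20, chosen after seeing the values, gave 0.8934, and 30 and 35 clusters, also chosen after seeing the values, gave 0.6443 each. The correlation of gene significance with module membership was 0.4776 against the paper's about 0.88 in Fig. 5B, read by eye. Of the alternatives set before the files arrived, the signed network (0.8167) and 8 of the 11 fits without one mouse came within 1.5 times, the others did not, and the minimum module size of 20 (0.8284) and 60 clusters (0.6494), both chosen after seeing the values, did.

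The paper lists Gm12183, Selenot-ps (Gm15359 by its older name) and Gm12428 among the genes past the adjusted p threshold, while edgeR's adjusted p-values here were 0.372, 0.131 and 0.129. In Fig. 6, the paper's qPCR bars of Gapdh and Pepd lie above the control level in FD mice, while the RNA-seq log2 fold changes were -0.1857 and -0.1923. The bar of Ccdc34 lies slightly below the control level, while its RNA-seq log2 fold change was 0.2077.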

Other observations

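The genes of Table 1 are mostly predicted genes and pseudogenes, and all are higher in FD mice. Predictions for possible explanations were written before their tests, except where stated. The first was that processed pseudogenes as a class are higher in FD, also outside Table 1. This was seen, with a score difference of 0.1973 over 1430 genes (exact permutation test, p = 0.002165, the smallest that 6 against 5 mice allow; Benjamini-Hochberg adjusted p = 0.01082 over 5 scores), and 998 of the genes were higher in FD mice. If reads of an abundant parent gene are counted on its copy, the log2 fold change of a copy should rise with the ratio of parent to copy counts. Over 1315 processed pseudogenes, Spearman's rho was 0.155, and 3.46% of the splits of the 11 mice gave a rho at least as large. The median log2 fold change was 0.108 over the 329 copies with the lowest ratio and 0.318 over the 329 with the highest. Without the Table 1 genes, rho was 0.161. This is a relation across genes, which are not independent replicates.

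Most other technical explanations of this pattern received no backing. Genomic DNA in the libraries would raise the share of reads on no gene, which did not differ (exact permutation test, p = 0.6082; paired by the replicate block, exact sign-flip permutation test, p = 0.3125). Library size did not differ (p = 0.5866 in the exact permutation test, and p = 1 in the paired sign-flip test). Closeness of the copy to its parent gene went against its prediction, with rho = -0.198 between the log2 fold change and percent identity. Reads with no single place were left out, which can lower the counts of near-identical copies. This relation therefore cannot rule out reads placed on the wrong copy. Reads across exon junctions of the parent gene would give a relation with its junctions per kb, but rho was 0.017. Genes matched to the Table 1 genes in GC content and abundance had a median log2 fold change of 0.0272, and those matched in transcript length one of 0.0386. The prediction on reads aligned to several places was written only after their shares had been seen. Without pairing, these did not differ (exact permutation test, p = 0.5). Paired by the replicate block, also a test added after seeing the values, the share was lower in FD mice in all 5 pairs (exact sign-flip permutation test, p = 0.0625, the smallest that 5 pairs allow), so this explanation cannot be dismissed. A candidate explanation that remains is that a larger share of reads from abundant genes was placed on copies in FD libraries, in keeping with rho = 0.155. Read quality, sequencing run and library batch could not be tested, since neither the reads nor batches are in the files analysed here. The pattern therefore cannot be told apart from a technical difference between the libraries of the 2 groups, and a change in the transcription of pseudogenes with maternal diet remains a hypothesis.

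Processed pseudogenes were also frequent in the modules most related to diet. The top module of the signed network held 56 processed pseudogenes among 111 genes (50.5%, against 7.92% of the clustered genes; Fisher's exact test across genes, p = 2e-33). The prediction for this test was written after the result was seen. In the main setting, 30 of the 166 genes were processed pseudogenes (18.1%, p = 1.3e-05 in the same Fisher's exact test). The 25-gene cluster with a correlation of 0.9452 held 19 processed pseudogenes and 6 genes of Table 1. None of the 3 modules held a gene of the FA metabolism or Wnt lists, which is uninformative because few genes of these lists were clustered. Whether the darkgrey module of the paper has this composition is unknown, since its genes are not in the files analysed here.

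Ttr was tested against choroid plexus tissue. Across the 11 mice its expression followed the score of the other choroid plexus genes (Pearson's r = 0.909, permutation p = 5e-05; Spearman's rho = 0.909, permutation p = 0.00023; adjusted p = 0.00015 and 0.00069 over the 6 relations computed). Without the 2 mice farthest from the median, r was 0.817, and after the mean of each diet group was subtracted it was 0.921. Varying traces of choroid plexus in the dissected tissue may therefore contribute to the difference in Ttr, since the 0.909 is above the 0.8 that the prediction asked for. The choroid plexus score itself differed by -0.1992 between FD and CD mice (exact permutation test, p = 0.3701; paired by the replicate block -0.2784, exact sign-flip permutation test, p = 0.1875), so a difference in such traces between the diets was not detected. The paper used Otx2 and Prlr to exclude choroid plexus. Otx2 was counted 1 to 29 times per CD mouse and 2 to 32 times per FD mouse, and Prlr 48 to 201 and 55 to 161 times. Their log2 fold changes were -0.09318 (standard error 0.426) and -0.006196 (standard error 0.117). Actb and B2m, the endogenous controls of the paper's qPCR, had log2 fold changes of -0.1252 (standard error 0.0745) and 0.01053 (standard error 0.0799).

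Meningeal tissue was tested with Ogn, for which r was 0.734 (permutation p = 0.00772; rho = 0.6, permutation p = 0.0549; adjusted p = 0.0116 and 0.0823), and 0.225 without the 2 mice farthest from the median, so the relation rests on those mice. Fmod followed the same score more closely (r = 0.969, permutation p = 2e-05; rho = 0.945, permutation p = 7e-05; adjusted p = 0.00012 and 0.00042), with r = 0.946 without the 2 farthest mice and 0.967 within diet groups. Spp1 had r = 0.788 (permutation p = 0.00346; rho = 0.673, permutation p = 0.0281; adjusted p = 0.00692 and 0.0562), and 0.479 without those mice. The meningeal score was higher by 0.2772 in FD mice, with 20 of 20 genes higher (exact permutation test, p = 0.4827). Paired by the replicate block, the difference was 0.3177 (exact sign-flip permutation test, p = 0.3125). Without FD male 2, the unpaired difference fell to 0.02771, with 12 of 20 genes higher (exact permutation test, p = 0.9381), so its size rests largely on that mouse. Without FD female 3, the unpaired difference rose to 0.4879. Fxyd2 did not follow the choroid plexus score (r = 0.228, permutation p = 0.5; rho = 0.164, permutation p = 0.634; adjusted p = 0.564 and 0.634), nor did Ogn (r = -0.205, permutation p = 0.564; rho = -0.318, permutation p = 0.343; adjusted p = 0.564 and 0.412). No batch is named in the labels, so these relations were not computed within batches.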
